# Arabidopsis Actin-Binding Protein WLIM2A Links PAMP-Triggered Immunity and Cytoskeleton Organization

**DOI:** 10.3390/ijms252111642

**Published:** 2024-10-30

**Authors:** Prabhu Manickam, Aala A. Abulfaraj, Hanna M. Alhoraibi, Alaguraj Veluchamy, Marilia Almeida-Trapp, Heribert Hirt, Naganand Rayapuram

**Keywords:** plant immunity, stomata, phytohormones, MAPKs, CRISPR-Cas9

## Abstract

*Arabidopsis* LIM proteins are named after the initials of three proteins Lin-11, Isl-1, and MEC-3, which belong to a class of transcription factors that play an important role in the developmental regulation of eukaryotes and are also involved in a variety of life processes, including gene transcription, the construction of the cytoskeleton, signal transduction, and metabolic regulation. Plant LIM proteins have been shown to regulate actin bundling in different cells, but their role in immunity remains elusive. Mitogen-activated protein kinases (MAPKs) are a family of conserved serine/threonine protein kinases that link upstream receptors to their downstream targets. Pathogens produce pathogen-associated molecular patterns (PAMPs) that trigger the activation of MAPK cascades in plants. Recently, we conducted a large-scale phosphoproteomic analysis of PAMP-induced *Arabidopsis* plants to identify putative MAPK targets. One of the identified phospho-proteins was WLIM2A, an Arabidopsis LIM protein. In this study, we investigated the role of WLIM2A in plant immunity. We employed a reverse-genetics approach and generated *wlim2a* knockout lines using CRISPR-Cas9 technology. We also generated complementation and phosphosite-mutated *WLIM2A* expression lines in the *wlim2a* background. The *wlim2a* lines were compromised in their response to *Pseudomonas syringae Pst* DC3000 but showed enhanced resistance to the necrotrophic fungus *Botrytis cinereae*. Transcriptome analyses of *wlim2a* mutants revealed the deregulation of immune hormone biosynthesis and signaling of salicylic acid (SA), jasmonic acid (JA), and ethylene (ET) pathways. The *wlim2a* mutants also exhibited altered stomatal phenotypes. Analysis of plants expressing *WLIM2A* variants of the phospho-dead or phospho-mimicking MAPK phosphorylation site showed opposing stomatal behavior and resistance phenotypes in response to *Pst* DC3000 infection, proving that phosphorylation of WLIM2A plays a crucial role in plant immunity. Overall, these data demonstrate that phosphorylation of WLIM2A by MAPKs regulates *Arabidopsis* responses to plant pathogens.

## 1. Introduction

PAMP-triggered immunity (PTI) refers to plant defense mechanisms triggered by pathogen-associated molecular patterns (PAMPs) [1,2]. During the course of evolution, microbes have developed effector proteins, which are secreted into the host plant via the type III secretion system (T3SS). The PTI pathway is inhibited by various effectors, resulting in effector-triggered susceptibility (ETS) [3]. Plants, in turn, have developed R proteins that recognize pathogen effectors and trigger defensive responses via effector-triggered immunity (ETI) [1,4].

Numerous studies in the last decade have shed light on how mitogen-activated protein kinases (MAPKs) activate PTI during plant–pathogen interactions. MAPKs are well-known for their participation in numerous signaling pathways. Given the various permutations and combinations of MAP3K, MAP2K, and MAPKs involved in the complex MAPK signaling pathway, only a subset of MAPK targets have been discovered so far. We recently carried out a comparative phosphoproteomic analysis in WT and *mapk (mpk3*, *mpk4*, *mpk6)* mutants utilizing flg22 as a microbe-associated molecular pattern (MAMP). The search yielded 152 differentially phosphorylated peptides, 70 of which were identified as potential MAPK targets [5]. Of the 70 targets, At2g39900 (WLIM2A) was selected for further investigation as its role in plant immunity is not well established.

WLIM2A belongs to the family of LIM proteins (LIM proteins are named after the initials of three proteins that are transcriptional factors, namely Lin-11, Isl-1, and MEC-3), which are defined by having one to five LIM domains that associate with other domains, including homeodomains, catalytic domains, cytoskeleton binding domains, and protein binding domains (Src homology 3 (SH3) domains or LD domains—a short amino acid sequence found within proteins that has the consensus sequence LDXLLXXL and functions as a protein-binding interface) [6]; (Figure S1C,D). The LIM proteins are a eukaryotic protein family that is well studied in animals, but not much is known about plant LIM proteins. Recently, it was shown that plant LIM proteins play multiple roles in plant development, metabolism, and defense [7,8,9,10] (Figure S1A,B). Plant LIM proteins are actin-bundling proteins (ABPs), the LIM domains of which interact directly with actin filaments [11]. *Nicotiana tabacum* WLIM1 and *Lily* L1LIM1 have been shown to directly bind to actin filaments and crosslink actin filaments into actin bundles [12,13]. L1LIM1 promotes filamentous actin bundle assembly and protects F-actin filaments against latrunculin B-mediated depolymerization. The appearance of asterisk-shaped F-actin aggregation and the hyper bundle has been associated with defective targeting of endomembrane trafficking and thereby impaired pollen tube elongation. Furthermore, a pleiotropic morphology is observed in pollen tubes overexpressing *L1LIM1*, with retarded pollen development, swollen tip, and multiple tubes emerging out of single pollen grains. These results suggest that L1LIM1 plays an important role in endomembrane trafficking by contributing to actin bundle formation or elongation of pollen tubes [14].

Recently, *Arabidopsis* LIM proteins were identified as RNA-binding proteins (RBPs) in an mRNA interactome study [15]. Several studies suggest that the role of RBPs in RNA transport along the cytoskeleton facilitates mRNA localization [16,17] which suggests that *Arabidopsis* LIMs might also be involved in mRNA transport along actin filaments. In addition, actin function was also studied in the nucleus, where it is involved in mRNA processing, export, and localization [18]. *LIM4* has been shown to bind to actin filaments and bundle them in response to Ca^2+^. Growing evidence points to the importance of the actin cytoskeleton in plant immunity [19]. Actin filament abundance increases exponentially within minutes after receptor activation in *Arabidopsis* epidermal cells [20]. This phenomenon is assumed to represent a unique early feature of PTI responses. The targeted transport of defense chemicals to the infection site, organelle rearrangements, and ligand-induced endocytosis of receptors are all examples of defense responses that require actin remodeling. Furthermore, callose deposition, apoplastic ROS production, and transcriptional reprogramming of defense genes are all significantly reduced when the host actin cytoskeleton is disturbed. Thus, the actin cytoskeleton and associated cellular mechanisms assist the organization of intracellular and apoplastic defenses in host plants. When the actin cytoskeleton is disrupted, both pathogenic and nonpathogenic bacteria are more likely to affect plants. But so far, little is understood about the precise functions of the actin cytoskeleton in host defense.

The actin array in guard cells undergoes dynamic remodeling, which is required for effective stomatal closure. The actin filaments in the closed stomata reorganize from a radial array to a randomly organized network and then to a longitudinal alignment. Disrupting this reorganization via genetic or pharmacological methods results in impaired stomatal closure. The dynamic behaviors of individual actin filaments between guard cells of stomata during the open and closed stages were compared by Li et al. (2019) [21]. It is still uncertain what the first dynamic actin filament events are that may cause the change to the actin structure connected to stomatal closure [22]. Most research on actin organization in guard cells so far has been performed under abiotic stress conditions [23,24]. Shimono et al. (2016) [25] investigated the modifications to actin architecture that take place during the pathogen- and MAMP-induced stomatal closure. Their findings implied that guard cell actin array patterns during immunity are comparable to those during diurnal cycling. Further research is needed to understand the details of actin dynamics during stomatal defense and the underlying molecular pathways.

The main objective of this study was to investigate the role of WLIM2A in plant immunity. We examined the interaction between WLIM2A and three immune MAPKs—MPK3, MPK4, and MPK6—and phosphorylation of WLIM2A by the MAPKs. To understand the function of WLIM2A in plant defense, we analyzed *wlim2a* Arabidopsis knockout mutant lines and assessed their responses to the bacterial pathogen *P. syringae* Pst DC3000 and the necrotrophic fungus *Botrytis cinerea*. Transcriptome analysis was conducted to identify defense-related genes regulated by WLIM2A. Additionally, we investigated the impact of WLIM2A phosphorylation on plant immunity using pathogen assays and examined stomatal closure in wild-type, *wlim2a* mutant, and phospho-mimicking/phospho-dead *WLIM2A* complemented *wlim2A* mutant plants.

## 2. Results

### 2.1. WLIM2A Interacts with and Is Phosphorylated by MAPKs—MPK3, MPK4, and MPK6

WLIM2A (At2g39900) was identified as an MAPK target that is differentially phosphorylated after treatment with flg22. Comparative phosphoproteomics of WT and *mapk* (*mpk3*, *mpk4*, and *mpk6*) mutants suggested the possible involvement of WLIM2A in PTI (Figure S3; [5]). In order to further investigate the role of WLIM2A in MAPK signaling, we first investigated whether WLIM2A can directly interact with any of the three MAPKs, MPK3, MPK4, and MPK6. For this purpose, we tested the interaction between WLIM2A and the three immune MAPKs (MPK3, MPK4, and MPK6) in vivo using bimolecular fluorescence complementation (BiFC) assays. The proteins were transiently co-expressed in leaf epidermal cells of *N. benthamiana.* Confocal images confirmed that WLIM2A strongly interacts with MPK3 in both the nucleus and cytoplasm, while it interacts with MPK4 and MPK6 predominantly in the cytoplasm (Figure 1A).

To further characterize WLIM2A, we tested the capacity of the MAPKs to phosphorylate WLIM2A at the identified T94 in vivo phosphorylation site [5] (Figure 1B,C). We performed in vitro kinase assays with recombinant WLIM2A and constitutively active MPK3, MPK4, and MPK6 proteins. LC-MS/MS revealed that WLIM2A is phosphorylated at T94 by all three MAPKs in vitro, confirming that WLIM2A is a direct MAPK target (Figure 1B). We next examined the subcellular localization of GFP-tagged WLIM2A protein expressed in *N. benthamiana* leaf epidermal cells. Confocal microscopy images showed that WLIM2A localizes to both the cytoplasm and nucleus (Figure 1D). These data aligned with our previous phosphoproteomic study [5], which identified WLIM2A as a potential MAPK target.

### 2.2. Generation of wlim2a Mutants Using the CRISPR-Cas9 System

In order to characterize the function of WLIM2A, we generated mutants using CRISPR-Cas9 technology. Gene-specific primers were designed to amplify the *WLIM2A* fragment from WT Col-0 and CRISPR-Cas9 *wlim2a* lines. We screened for mutations in the coding region of the gene by sequencing. We obtained lines that had either an addition of guanine or thymine in the coding region, which resulted in a frameshift mutation and premature termination of the WLIM2A protein (Figure 2A and Figure S4A,B). To avoid off-target mutations, we selected subsequent generations for the lack of Cas9 by PCR-based genotyping using gene-specific primers (Figure S4C). Both *wlim2a-1* and *wlim2a-2* exhibited normal developmental phenotypes and no obvious morphological or developmental defects compared to WT plants (Figure 2B).

### 2.3. Immune Responses to a Virulent Bacterial Pathogen Are Compromised in wlim2a Plants

We investigated the role of WLIM2A in plant immunity upon challenge with *Pst DC3000.* We spray-inoculated *wlim2a-1* and *wlim2a-2* plants with the pathogenic strain *Pst DC3000*. We observed enhanced susceptibility of both of the *wlim2a* mutant lines compared to WT at 72 h post-infection (Figure 3A). We measured the levels of salicylic acid (SA), a key hormone that regulates plant immunity to bacterial pathogens [26]. The data showed significantly lower SA levels in the *wlim2a-1* mutant compared to WT in both untreated and flg22-treated plants (Figure 3B). Therefore, this observation showed that WLIM2A plays a positive role in regulating disease resistance to bacterial pathogen.

As both *wlim2a* mutant alleles exhibited increased susceptibility to *Pst* DC3000, we examined whether the cellular responses involved in PTI were affected in the mutant lines. Increased production of reactive oxygen species (ROS) is one of the earliest immune responses following PAMP perception. Another hallmark of PTI is the activation of various MAPKs, including MPK3, MPK4, and MPK6. *wlim2a-1* mutants showed higher MPK3, 4, and 6 activation levels than WT after 15 and 30 min of flg22 elicitation (Figure 3C). However, flg22-induced ROS production was lower in both *wlim2a-1* and *wlim2a-2* mutants compared to WT plants (Figure 3D).

To study the role of WLIM2A in stress responses, WT plants and *wlim2a-1* and *wlim2a-2* mutants were stained for hydrogen peroxide using diamino-benzidine 3,3′-diamino-benzidine (DAB) and for superoxide radicals using nitroblue tetrazolium (NBT). Polymerization of DAB can be spotted as a brown precipitate in the presence of hydrogen peroxide and NBT as a blue precipitate in the presence of superoxide. Both *wlim2a-1* and *wlim2a-2* mutants accumulated similar H_2_O_2_ (DAB staining) but less O_2_^−^ (NBT staining) compared with WT plants (Figure 3E). We then examined the role of WLIM2A in PAMP-triggered transcriptional responses of known PTI marker genes. Quantitative RT-PCR (qRT-PCR) analysis showed that the basal transcript levels of *FRK1* and *WRK29* were higher in *wlim2a-1* in both untreated and flg22-treated plants when compared with WT plants (Figure 3F).

### 2.4. Global Transcriptomic Profile Shows That WLIM2A Regulates Defense Gene Expression

To characterize the function of WLIM2A in the regulation of gene expression, we carried out a global transcriptome analysis of *wlim2a-1* mutant plants in response to flg22 treatment. 

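RNA was sequenced from 14-day-old seedlings of WT (Col-0) and of the CRISPR-Cas9 mutant *wlim2a-1*, treated for 1 h with 1 µM flg22, a peptide of bacterial flagellin that plants perceive as a PAMP, or with water (mock). Each of the 4 conditions, WT mock, WT flg22, *wlim2a-1* mock and *wlim2a-1* flg22, had 3 biological replicates, 12 samples in all. The authors aligned the reads to the TAIR 10 genome with TopHat, assembled transcripts with Cufflinks and used Cuffdiff with quartile normalization to find significant expression. The values analyzed were 1 FPKM per gene and condition for 27371 genes, in which the authors had already combined the replicates. There were no values per replicate, so no SD, test or confidence interval accompanies any value. The sample labels state a guaranteed 30000000 reads per sample, and the number obtained is not given in the sources used here. The 19323 genes with an FPKM of at least 1 in at least 1 condition were compared on the scale of log2(FPKM + 1), and a gene was counted as changed where FPKM + 1 differed at least 2-fold. On this scale the change of a gene with low FPKM is smaller than the ratio of its FPKM. In place of an error, the change of a named gene was set against those of the 1000 genes nearest to it in mean expression. *WLIM2A* (AT2G39900, chromosome 2, 16658468 to 16660443 in the RefSeq annotation of TAIR10.1) had 12.6 FPKM in WT mock, 11.6 in WT flg22, 10.9 in *wlim2a-1* mock and 6.20 in *wlim2a-1* flg22. The *wlim2a* alleles carry small insertions, so the transcript can still be counted in the mutant and its level does not test the genotype of the samples. Its log2 difference between *wlim2a-1* and WT was −0.19 in mock and −0.81 after flg22, where 98.7% of the genes nearest in expression differed by less.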

The expression levels were normalized using the fragment per kilobase of million mapped reads (FPKM). Differentially expressed genes (DEGs) were identified based on a minimum of a two-fold change in gene expression and false discovery rate (FDR) value (*p* ≤ 0.05). We obtained 1816 DEGs in response to flg22, including 148 upregulated genes and 931 downregulated genes in WT, whereas in *wlim2a-1*, we obtained 554 upregulated and 778 downregulated genes in response to flg22 (Figure 4A and Figure S5).

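Relative to mock, 864 genes were higher and 91 were lower after flg22 in WT, and 1068 were higher and 822 were lower in *wlim2a-1*. In both genotypes, 638 genes were higher and 27 were lower. A further 226 genes were higher in WT but not in *wlim2a-1*, and 430 were higher in *wlim2a-1* but not in WT. Among the lower genes, 64 were lower in WT but not in *wlim2a-1* and 795 were lower in *wlim2a-1* but not in WT. These numbers include 15 genes that were higher in WT and lower in *wlim2a-1* and 17 genes that changed the other way round. The FPKM of the lower condition was listed at 0 for 32 of the 864 genes, 34 of the 91, 55 of the 1068 and 29 of the 822. The median log2 fold change of all tested genes was −0.05 in WT and −0.09 in *wlim2a-1*. The fold threshold moved these counts most, with 307 higher and 31 lower genes in WT and 345 and 117 in *wlim2a-1* at 4-fold, and 1526 and 416 in WT and 2203 and 2765 in *wlim2a-1* at 1.5-fold, where more genes were lower than higher in *wlim2a-1*.

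**Figure D1:**
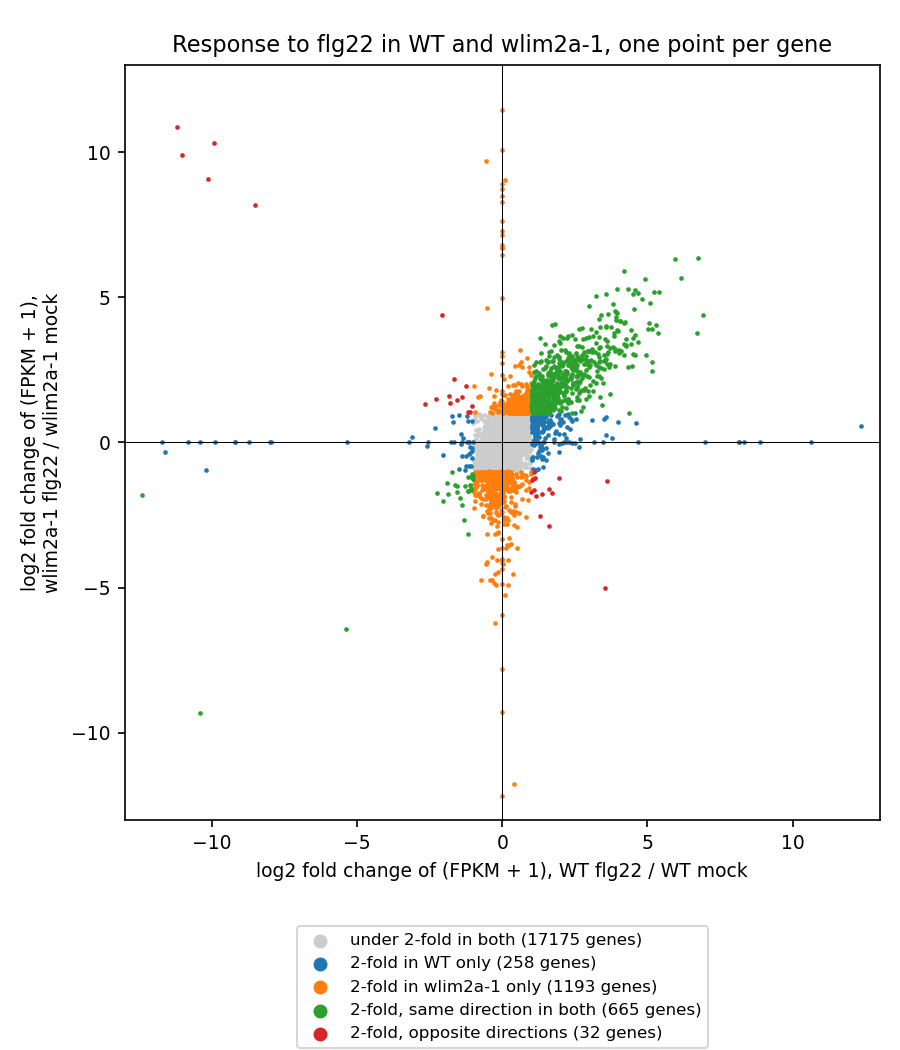
Log2 fold change of (FPKM + 1) after flg22 relative to mock in WT (x axis) and in *wlim2a-1* (y axis), with one point for each of the 19323 genes tested, colored by whether the change was at least 2-fold in neither genotype, in one of them, in both in the same direction or in both in opposite directions. The 638 genes higher in both genotypes lie in the upper right, and the 1193 genes changed in *wlim2a-1* only lie above and below 0 on the y axis.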

To gain a better understanding of the genes affected by deletion of WLIM2A, we performed hierarchical clustering analysis of flg22-induced genes followed by GO enrichment analysis. In total, 1816 DEGs were up- and downregulated between WT and *wlim2a-1* treated samples with *p* ≤ 0.05. 

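The genes changed after flg22 in WT, in *wlim2a-1* or in both numbered 2148, or 2180 with each direction counted separately. Compared directly after flg22, 225 genes were higher and 68 were lower in *wlim2a-1* than in WT. The FPKM of the lower condition was listed at 0 for 43 of the 225 genes and for 31 of the 68. The log2 fold changes with flg22 in the 2 genotypes differed by at least 1 for 997 genes, of which 282 had the higher value in *wlim2a-1* and 715 the lower value. Without values per replicate, this difference could not be tested for any gene. At a 4-fold threshold, the alternative that moved it most, 226 genes differed. Across genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) ranged over the pairs of conditions from 0.906 between *wlim2a-1* mock and *wlim2a-1* flg22 to 0.961 between WT flg22 and *wlim2a-1* flg22. It was 0.930 between WT mock and *wlim2a-1* mock. The log2 fold changes with flg22 in WT and in *wlim2a-1* had an r of 0.469 across genes.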

The clustering analysis of all DEGs was carried out using the Euclidean distance method associated with complete linkage. 

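The genes changed after flg22 in either genotype were grouped by their log2(FPKM + 1) over the 4 conditions, scaled for each gene, with Pearson distance and average linkage. The largest group held 1062 genes and was higher after flg22 in both genotypes, with a median log2 fold change of 1.27 in WT and 1.47 in *wlim2a-1*. It included *FRK1*, *WRKY29*, *WRKY40*, *AGC2-1*, *BIK1*, *PEN2*, *MYB51* and *ERF6*. A group of 135 genes was lowest in WT mock, with a median log2 fold change after flg22 of 1.36 in WT and 0.34 in *wlim2a-1* and a median log2 difference of 1.72 between *wlim2a-1* mock and WT mock. A group of 69 genes was lower after flg22 in both genotypes, with medians of −1.11 in WT and −1.03 in *wlim2a-1*. The smallest group held 2 genes, both listed at 0 in at least 1 condition. A pseudocount of 0.1 moved the grouping most, with 1277 genes in groups highest in *wlim2a-1* mock. With Euclidean distance and complete linkage, groups of 758 and 352 genes, 1110 in all, had median log2 fold changes of at least 0.94 in both genotypes. A further group of 96 genes was also higher after flg22 in both, with medians of 0.31 in WT and 1.18 in *wlim2a-1*.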

Ten clusters were identified based on similar expression patterns (Figure 4B). Gene ontology (GO) functional enrichment of DEGs was carried out for the different clusters using AgriGo analysis.

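One group of 25 genes was lower after flg22 in WT, with a median log2 fold change of −1.54, and higher after flg22 in *wlim2a-1*, with a median of 1.51. The FPKM of 7 of these genes was listed at 0 in at least 1 condition, and 4 of the genes are encoded in the chloroplast. AT4G22485, AT4G22490, AT4G22505, AT4G22513, AT4G22517 and AT4G22520 were also in this group and lie close together on chromosome 4 of TAIR10.1, between 11844506 and 11858970. These genes were chosen after their values were seen. AT4G22490 had 98.2 FPKM in WT mock, 37.2 in WT flg22, 38.1 in *wlim2a-1* mock and 115 in *wlim2a-1* flg22. AT4G22517 had 88.4, 24.5, 34.9 and 91.7 FPKM in the same conditions. Whether reads shared between such neighboring genes moved their values together cannot be told from 1 value per condition. With Euclidean distance and complete linkage, the largest group of this pattern held 38 genes. A separate group of 47 genes had a median log2 fold change after flg22 of 0 in WT and 1.87 in *wlim2a-1*, and 27 of the 47 were listed at 0 in at least 1 condition.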

Focusing on three specific clusters of interest, cluster 1 comprised 31 DEGs that were highly upregulated in *wlim2a-1* upon flg22 treatment but not in WT. Enrichment analysis of the GO categories of cluster 1 revealed genes associated with response to localization and macromolecule transport. Cluster 7 and 9 genes were upregulated in untreated *wlim2a-1* plants. 

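In mock, 866 genes were higher and 118 were lower in *wlim2a-1* than in WT, with the FPKM of the lower condition listed at 0 for 37 of the 866 and 42 of the 118. The median log2 difference of the 866 genes was 1.35 in mock and 0.19 after flg22, and 74 of them (8.55%) were also at least 2-fold higher in *wlim2a-1* after flg22. With flg22, 472 of the 866 genes (54.5%) were lower in *wlim2a-1* and 184 (21.2%) were higher in WT. The same *wlim2a-1* mock values enter the first overlap and the same WT mock values the second, so both arise in part without any response. In 100 simulated draws of 4 unchanged conditions, with noise taken from the difference between the genotypes after flg22, a median of 170 genes (range 139 to 203) were higher in *wlim2a-1* mock, and a median of 40.8% of such genes were lower (range 33.7% to 52.1%) and 41.2% were higher in WT (range 30.9% to 50.3%). The group highest in *wlim2a-1* mock held 765 genes, with a median log2 fold change after flg22 of −0.22 in WT and −1.27 in *wlim2a-1*, and 59 of the 765 are encoded in the chloroplast. For the genes higher in mock only, as the replicates were combined, a single deviating sample in *wlim2a-1* mock cannot be told apart from a difference in all 3. A 1.5-fold threshold, which moved the count of lower genes most, gave 2421 higher and 887 lower genes in mock.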

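Lists of genes with known roles were compared by the median log2 difference of their members and its percentile among 10000 random lists of the same size matched on mean expression. The members of a list are regulated together, so the percentile is not a test. The 12 cold and dehydration genes had a median log2 difference of 1.34 between *wlim2a-1* mock and WT mock (percentile 100), with 8 genes at least 2-fold higher and none lower, and of 0.07 between the genotypes after flg22. Their median log2 fold change with flg22 was −1.43 in *wlim2a-1* and −0.20 in WT. *COR78* had 597 FPKM in *wlim2a-1* mock and 51.5 in WT mock, and *COR47* had 2451 and 633. The 11 genes of aliphatic glucosinolate biosynthesis had a median log2 difference of 0.50 in mock (percentile 99.6), and *CYP79F1*, *CYP83A1* and *IPMI2* were at least 2-fold higher. Their median log2 fold change with flg22 was −0.91 in *wlim2a-1* and −0.35 in WT. The 83 genes encoded in the chloroplast, a list chosen after the data were seen, had a median log2 difference of 2.00 in mock, with 65 genes at least 2-fold higher and 5 lower. The 58 genes encoded in the mitochondria, also chosen afterwards, had a median of 0.51 in mock, so weaker selection of polyadenylated RNA in *wlim2a-1* mock was not excluded for either list. A pseudocount of 0.1 moved these medians most, the cold and dehydration genes to −2.18 with flg22 in *wlim2a-1*.

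**Figure D2:**
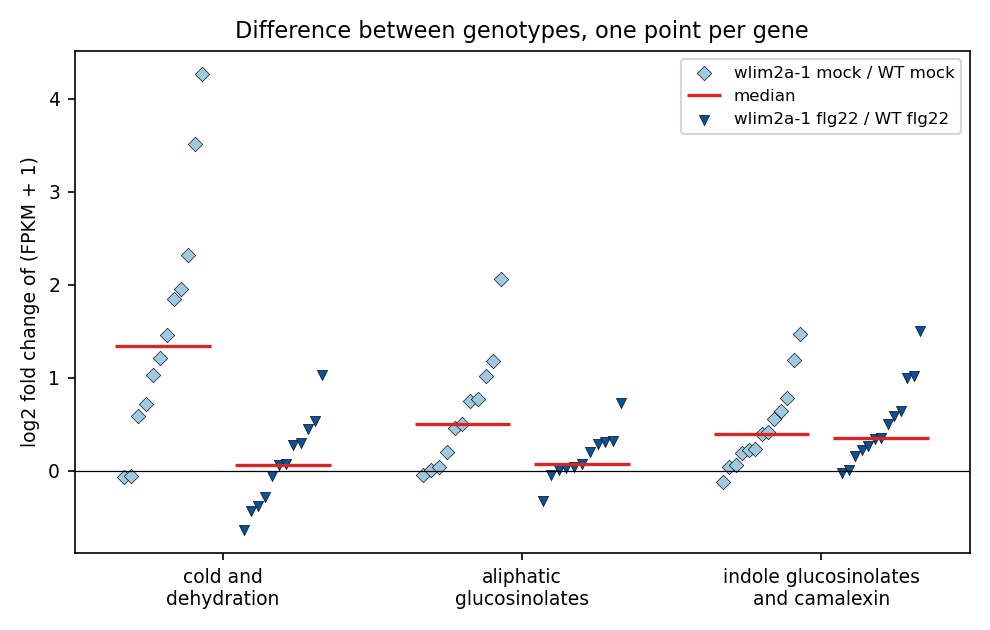
Log2 difference of (FPKM + 1) between *wlim2a-1* and WT in mock (diamonds) and after flg22 (triangles), with one point per gene and a line at the median, for the cold and dehydration, aliphatic glucosinolate, and indole glucosinolate and camalexin genes. The cold and dehydration genes have a median of 1.34 in mock and 0.07 after flg22.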

Cluster 7 contained 350 DEGs involved in signal transduction, defense response, and cell death, whereas cluster 9 contained 520 DEGs related to the glucosinolate process, response to water and cold, and plastid organization (Figure 4C).

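In the RNA-Seq values, *WRKY40* (AT1G80840, chromosome 1, 30383561 to 30385499) had 2.32 FPKM in WT mock, 52.5 in WT flg22, 5.33 in *wlim2a-1* mock and 56.3 in *wlim2a-1* flg22. Its log2 difference between *wlim2a-1* and WT in mock was 0.93, larger than that of 94.9% of the 1000 genes nearest in mean expression. It passed 2-fold with a pseudocount of 0.1, at 1.16, and as a ratio to the mean of *ACT2* and *UBQ10*, at 1.06. *AGC2-1* (AT3G25250, chromosome 3, 9195334 to 9197126) had 1.90, 14.6, 2.24 and 17.6 FPKM in these conditions, with log2 differences between the genotypes of 0.16 in mock and 0.25 after flg22. *ERD10* (AT1G20450, chromosome 1, 7087903 to 7089606) had 137 FPKM in WT mock, 177 in WT flg22, 2664 in *wlim2a-1* mock and 113 in *wlim2a-1* flg22. Its log2 difference was 4.27 in mock, a value that a single deviating replicate could also give, and −0.64 after flg22, and 97.4% of the genes nearest in expression differed by less after flg22. *PIN7* (AT1G23080, chromosome 1, 8180189 to 8183650) had 14.3, 9.64, 24.3 and 10.8 FPKM, and its log2 difference after flg22 was 0.14. Among the alternatives, a pseudocount of 5 moved the responses of *WRKY40* and *AGC2-1* to flg22 most, that of *WRKY40* in WT to 2.97. The ratio to *ACT2* and *UBQ10* moved those of *ERD10* and *PIN7* most, and *ERD10* in WT went from 0.37 to −0.21. With flg22, the median of all tested genes as this ratio was −0.55 in WT and −0.63 in *wlim2a-1*, so the ratio lowers flg22 responses in general.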

In order to validate the RNA-Seq analysis, we performed qRT-PCR on several of the DEGs. We observed differential upregulation of transcriptional factors *WRKY40* and *AGC2-1* before and after flg22 treatment in *wlim2a-1* compared to WT plants (Figure 4D). The expression of *ERD10* and *PIN7* was repressed after flg22 treatment in *wlim2a-1* compared to WT plants (Figure 4D).

### 2.5. Loss of WLIM2A Function Enhances Basal Defense Against B. cinerea

The transcriptome data revealed many components of phytohormone synthesis and signaling pathways. 

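The 18 salicylic acid genes tested had a median log2 fold change with flg22 of 0.53 in WT and 0.11 in *wlim2a-1*, where their mean was −0.20. Their median log2 difference between *wlim2a-1* and WT was 0.61 in mock and 0.32 after flg22. *PR1*, *PR2* and *PR5* were higher in *wlim2a-1* mock than in WT mock by log2 differences of 5.09, 5.08 and 3.85. After flg22, in other samples, the differences were 4.15, 0.84 and 1.27. The hormone itself, as the paper measured it, was lower in *wlim2a-1* without and with flg22, so these transcripts did not follow its level. *ICS1* had 0.83 FPKM in WT mock and 1.38 in *wlim2a-1* mock. The 25 jasmonic acid genes had medians of 0.48 with flg22 in WT, 0.35 with flg22 in *wlim2a-1*, 0.67 between the genotypes in mock and 0.39 between them after flg22. In mock, 10 of these 25 genes were at least 2-fold higher in *wlim2a-1* and none was lower, and their median was 1.05 with an FPKM minimum of 5. *LOX4* had 0.51 FPKM in WT mock, 52.5 in WT flg22, 7.99 in *wlim2a-1* mock and 59.6 in *wlim2a-1* flg22. *JAR1*, whose product conjugates JA to isoleucine, had 33.1, 29.3, 21.1 and 27.1 FPKM. The 22 ethylene genes had medians of 0.65 in WT and 0.46 in *wlim2a-1* with flg22, and of 0.15 and 0.12 between the genotypes in mock and after flg22. The genes named singly were chosen after their values were seen.

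**Figure D3:**
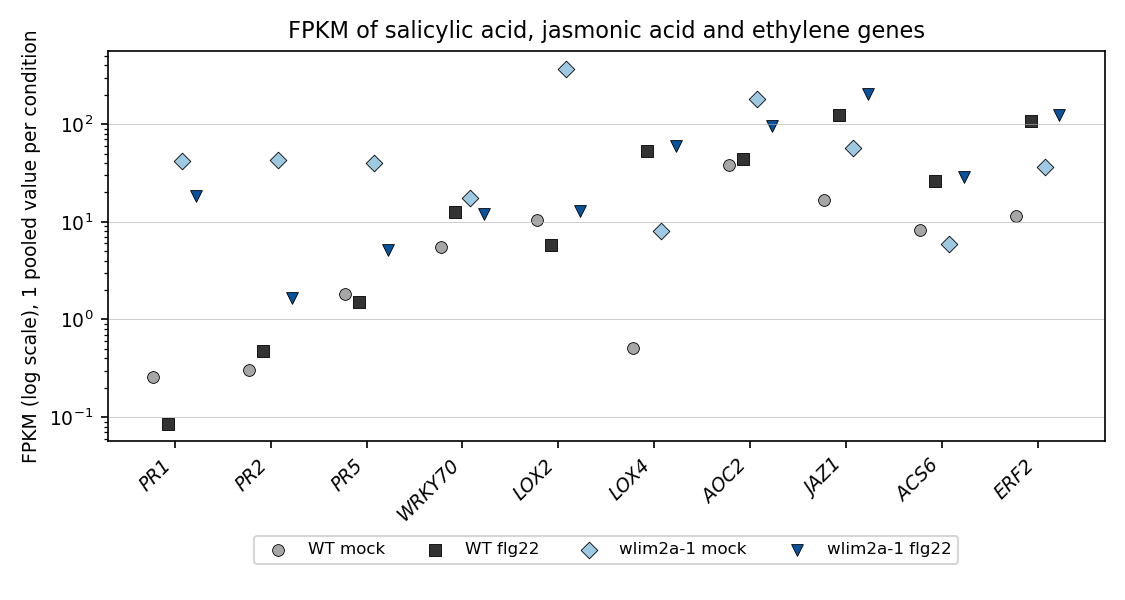
FPKM on a log scale of 10 salicylic acid, jasmonic acid and ethylene genes, with one point per gene and condition, each combining 3 replicates, so that no error is shown. The points of *PR1*, *PR2*, *PR5* and *LOX2* are highest in *wlim2a-1* mock, and those of *LOX4*, *JAZ1*, *ACS6* and *ERF2* are higher after flg22 than in mock in both genotypes.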

So, we assessed the concentrations of JA and JA-Ile, two important hormones that control plant immunity. We found no changes in JA, but increased levels of the active jasmonate, JA-Ile, in *wlim2a-1* mutant relative to WT (Figure 5A). To determine the role of WLIM2A in fungal defense, we examined the response of WT and *wlim2a-1* and *wlim2a-2* mutant plants to *B. cinerea*. *wlim2a-1* mutant plants were more resistant than WT (Figure 5B). Higher expression levels of JA-Ile and *B. cinerea*-related genes (such as *BIK1* and *LOX2*) were observed in *wlim2a-1* mutants when compared to WT in flg22-treated plants (Figure 5C). These findings support that WLIM2A plays a negative role in *B. cinerea* defense.

### 2.6. Essential Role of WLIM2A Phosphorylation in Immunity

To study the function of WLIM2A protein phosphorylation by MAPKs at the identified T94 phosphorylation site, we generated stable *WLIM2A-WT* (ProUbi::*WLIM2Awt-GFP)*, *WLIM2A-PM* phospho-mimic (ProUbi::*WLIM2AT94D-GFP)*, and *WLIM2A-PD* phospho-dead (ProUbi::*WLIM2AT94A-GFP)* lines in the *wlim2a-1* mutant background by site-directed mutagenesis. Phenotypically, we found no differences to WT in growth or development of the *WLIM2A-PD* or *WLIM2A-PM* lines (Figure 6B).

We then investigated the role of WLIM2A phosphorylation with respect to defense against the pathogenic bacterial strain *Pst DC3000.* We spray-inoculated the different lines with *PstDC3000* and compared infection levels to WT at 72 h post-infection. In contrast to the enhanced infection levels in *wlim2a-1*, we observed similar susceptibility in *WLIM2A-WT* and *WLIM2A-PM* as in Col-0 (Figure 6A). By contrast, *WLIM2A-PD* had similar *PstDC3000* infection levels as the *wlim2a-1* mutant (Figure 6A). First, these data confirmed that the expression of *WLIM2A-WT* complements the *wlim2a-1* mutant phenotype. Second, ProUbi-driven overexpression of WLIM2AT94D did not confer enhanced *PstDC3000* resistance, and it showed that MAPK-directed phosphorylation of WLIM2A plays a key role in pathogen resistance.

### 2.7. Role of WLIM2A in Stomatal Immunity

Upon pathogen attack, stomata rapidly close as a primary defense mechanism to inhibit pathogen entrance into the leaf apoplast. We observed at 3 hpi increased bacterial titers in *wlim2a-1* and *WLIM2A-PD* mutants compared to WT, *WLIM2A-WT*, and *WLIM2A-PM* lines. Although these differences in bacterial titers were not statistically significant, this trend prompted us to investigate the possible role of WLIM2 in stomatal physiology and stomatal defense (Figure 6A). For this purpose, we treated plants with flg22, which triggered stomatal closure, or with H_2_O as mock control. Under mock treatment, we observed differences in stomatal opening of WT, *wlim2a-1*, *wlim2a-2*, *WLIM2A-WT*, *WLIM2A-PD*, and *WLIM2A-PM*. Upon flg22 treatment, stomata of WT, *WLIM2A-WT*, and *WLIM2A-PM* closed in response to the treatment, but not in the *wlim2a-1* and *WLIM2A-PD* lines (Figure 6B–D). Together, these findings indicated that WLIM2A is crucial for the stomatal immunity response in *Arabidopsis*.

## 3. Discussion

To protect themselves from a wide range of biotic threats, plants have developed numerous intricate immune response mechanisms that help them withstand these challenging conditions. Plant MAPKs play an important role in response to several biotic and abiotic stresses [27] by phosphorylating their substrates, ranging from transcription factors to chromatin-associated proteins and several other cytosolic resident proteins. But so far, only a fraction of the MAPK substrates have been identified. MAPK-dependent phosphorylation of their substrates and their subsequent functional characterization is vital to plant stress responses. WLIM2A was identified from phosphoproteomic screening and phosphorylated in vivo by MPK3, MPK4, and MPK4 at T94 in response to flg22 treatment [5]. WLIM2A is an actin-binding protein. The role of actin-binding proteins on plant cytoskeleton dynamics during pathogen infection and the activation of immunity has been well documented [21,25]. In this study, we undertook a thorough genetic and phytopathology-based approach to investigate the role of WLIM2A in regulating stomatal immunity and bacterial infection.

Protein interaction by BIFC and in vitro phosphorylation assays clearly confirmed that WLIM2A interacts with and is phosphorylated by the MAPKs at T94, as identified in the *in vivo* phosphoproteomic screening. Based on all the published microarray gene expression data from AtGenExpress, WLIM2A is expressed in all organs and developmental stages (Figure S6). Due to the lack of good T-DNA insertion mutants, we generated CRISPR-cas9 mutants. The mutants of WLIM2A did not exhibit any morphological or developmental defects (Figure 2B). However, when challenged with pathogens, *wlim2a* mutants showed that that they are more susceptible to the bacterial pathogen *Pst DC3000* and more resistant to the necrotrophic fungal pathogen *B. cinerea*. Furthermore, *wlim2a* mutant plants displayed deregulation in the production of ROS, reduced levels of the phytohormone SA, activation of MAPKs, and expression of pathogenesis-related genes such as *FRK1* and *WRKY29* following PAMP treatment. Overall, these findings suggest that WLIM2A is essential for plant immunity.

It has been reported that WLIM2A regulates gene transcription in the nucleus [28]. We analyzed the transcriptional changes following flg22 treatment using RNA-Seq. We found that genes encoding WRKY40, a regulator of SA synthesis, NPR3, a receptor of SA immune signaling, and CBP60G, another regulator of SA, were deregulated in the *wlim2a* mutant after flg22 treatment. 

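After flg22, *WRKY40* had a log2 difference of 0.10 between *wlim2a-1* and WT, larger than that of 39.9% of the genes nearest in mean expression. Its log2 fold change with flg22 was 4.01 in WT and 3.18 in *wlim2a-1*. *NPR3* (AT5G45110, chromosome 5, 18228768 to 18231588) had 6.50 FPKM in WT mock, 15.4 in WT flg22, 9.00 in *wlim2a-1* mock and 17.7 in *wlim2a-1* flg22. Its log2 fold change was 1.13 in WT and 0.91 in *wlim2a-1*, and the log2 difference between the genotypes after flg22 was 0.19. The rise in WT was under 2-fold with a pseudocount of 5, at 0.83, and as a ratio to *ACT2* and *UBQ10*, at 0.60. *CBP60G* (AT5G26920, chromosome 5, 9475679 to 9478777) had 1.92, 15.6, 2.64 and 21.1 FPKM. It rose by a log2 fold change of 2.51 in WT and 2.60 in *wlim2a-1*, and its log2 difference after flg22 was 0.41, larger than that of 92.8% of the genes nearest in expression.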

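*WRKY27* (AT5G52830, chromosome 5, 21410769 to 21412526) had 8.59 FPKM in WT mock, 14.9 in WT flg22, 6.99 in *wlim2a-1* mock and 17.4 in *wlim2a-1* flg22. Its log2 fold change with flg22 was 0.73 in WT and 1.21 in *wlim2a-1*, and the latter was under 2-fold with a pseudocount of 5, at 0.90, and as a ratio to *ACT2* and *UBQ10*, at 0.62. *PEN2* (AT2G44490, chromosome 2, 18364652 to 18367835) had 26.6, 149, 42.0 and 174 FPKM, with log2 fold changes of 2.44 in WT and 2.03 in *wlim2a-1*. *MYB51* (AT1G18570, chromosome 1, 6389399 to 6391386) had 8.52, 136, 10.2 and 152 FPKM and rose by 3.85 and 3.77 on the log2 scale. *ERF6* (AT4G17490, chromosome 4, 9752824 to 9754161) had 29.4, 195, 27.4 and 196 FPKM, with log2 fold changes of 2.69 and 2.80. In WT, the rise of *WRKY27* was larger than the changes of 94.6% of the 1000 genes nearest in expression, and that of *MYB51* was larger than the changes of 99.2%.

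**Figure D4:**
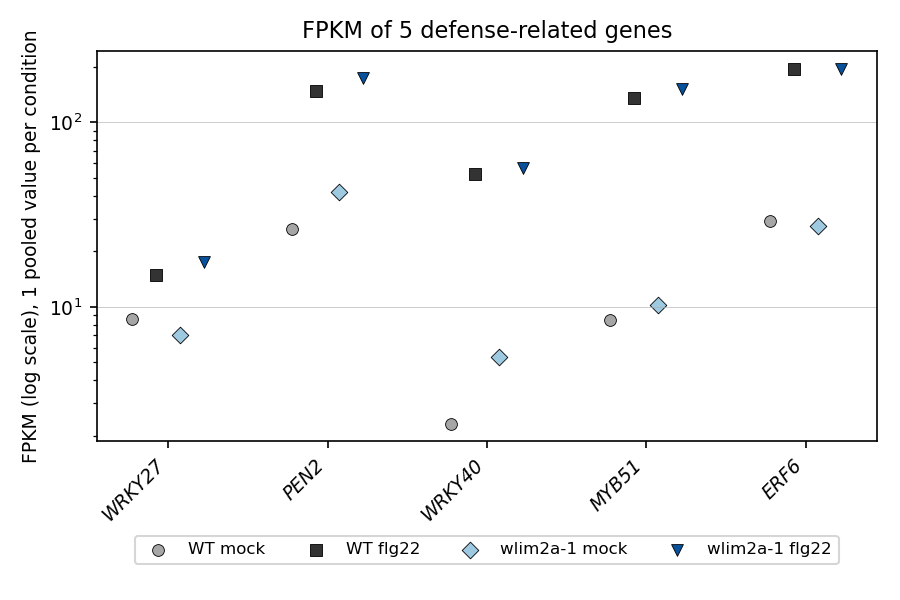
FPKM on a log scale of *WRKY27*, *PEN2*, *WRKY40*, *MYB51* and *ERF6*, with one point per gene and condition, each combining 3 replicates, so that no error is shown. For each gene the points of both flg22 conditions lie above those of both mock conditions.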

Defense-related genes, including *WRKY27*, *PEN2*, *WRKY40*, *MYB51*, and *ERF6*, were upregulated in the flg22-treated WT and *wlim2a-1* mutant when compared to mock-treated plants. MPK3/MPK6 phosphorylate ERF6 and thereby promote the biosynthesis of indole glucosinolates. MPK3 and MPK6 regulate the function of MYB51, a key regulator of IGS biosynthesis, through ETHYLENE RESPONSE FACTOR6 (ERF6), which is a target of PENETRATION2 (PEN2)-dependent chemical defense in plant immunity [29]. MPK3 and MPK6 also have an essential function in the induction of camalexin, a major phytoalexin in *Arabidopsis* [30]. Moreover, *Botrytis cinerea* infection-activated MPK3/MPK6 promotes the biosynthesis of indole-3yl-methylglucosinolate (I3G), which is converted into 4 methoxindole-3-yl-nethylglucosinolate (4MI3G). These results support the idea that WLIM2A might control glucosinolate biosynthesis and is involved in plant immunity, although further validation and studies are required. 

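The 13 genes of indole glucosinolate and camalexin biosynthesis had a median log2 fold change with flg22 of 0.89 in WT and 1.42 in *wlim2a-1*, with 6 and 8 genes at least 2-fold higher. Between *wlim2a-1* and WT, their median log2 difference was 0.39 in mock and 0.35 after flg22. *CYP81F2* had 3.93 FPKM in WT mock, 161 in WT flg22, 10.3 in *wlim2a-1* mock and 194 in *wlim2a-1* flg22. *PAD3*, an enzyme of camalexin synthesis, had 4.30, 8.81, 8.11 and 26.8 FPKM. Both were chosen after their values were seen. *MPK3* rose with flg22 by a log2 fold change of 1.75 in WT and 1.33 in *wlim2a-1*, the latter under 2-fold as a ratio to *ACT2* and *UBQ10*, at 0.71. *MPK6* changed by 0.14 and 0.38, and its direction was the opposite as that ratio, at −0.42 and −0.23. The median of all tested genes as that ratio was −0.55 in WT and −0.63 in *wlim2a-1*. The ratio therefore lowers flg22 responses in general, and the reversal is not particular to *MPK6*. From the induction of the defense genes and the published roles of MPK3 and MPK6 in glucosinolate and camalexin synthesis, the paper proposes that WLIM2A might control glucosinolate biosynthesis. Its GO analysis also names the glucosinolate process for a cluster of genes higher in untreated *wlim2a-1*.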

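*LOX2* (AT3G45140, chromosome 3, 16525245 to 16529352) had 10.4 FPKM in WT mock, 5.79 in WT flg22, 371 in *wlim2a-1* mock and 12.9 in *wlim2a-1* flg22. The log2 difference between *wlim2a-1* mock and WT mock was 5.02, larger than that of 99.6% of the 1000 genes nearest in expression, although the combined values do not show whether all 3 replicates had it. With flg22, the log2 fold change of *LOX2* was −4.74 in *wlim2a-1* and −0.75 in WT. Its log2 difference after flg22 was 1.04, or 0.73 with a pseudocount of 5. For *PIN7*, the log2 difference in mock was 0.73, larger than that of 88.7% of the genes nearest in expression. Its log2 fold change with flg22 was −1.11 in *wlim2a-1*, or −0.89 with a pseudocount of 5, and −0.52 in WT. As a ratio to *ACT2* and *UBQ10*, the falls in WT passed 2-fold, at −1.27 for *LOX2* and −1.06 for *PIN7*. The median of all tested genes as that ratio was −0.55 in WT, so a shift common to all genes contributed to this crossing.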

The expression of *PIN7* and *LOX2* was significantly increased in the *Arabidopsis wlim2a* mutant, whereas these genes were downregulated after flg22 treatment in the *wlim2a* mutant and WT. JA and auxin may interact positively in plant resistance to the necrotrophic pathogen *B. cinerea* [31]. PIN7 is an auxin transporter, and LOX2 is involved in JA biosynthesis. JA-dependent defense signaling could be part of the auxin-mediated defense mechanism involved in resistance to necrotrophic pathogens [32]. These results suggest that the altered susceptibility phenotype of *wlim2a* mutants to infection by bacterial and fungal pathogens involved the transcriptional regulation of defense-related genes.

Our earlier phosphoproteomic analysis indicated that T94 phosphorylation of WLIM2A was dependent on MAPKs. We showed that MAPK phosphorylation at T94 of WLIM2A is indeed dependent on MAPKs. We further generated mutations at T94 to either mimic a constitutively phosphorylated or a phospho-deadWLIM2A version and investigate the effects of phosphorylation on immunity responses. When challenged with Pst DC3000, the phospho-mimic line behaved like WT, whereas the phospho-dead line behaved like the *wlim2a* mutant, indicating that phosphorylation of WLIM2A T94 is essential to regulate defense. Furthermore, when we observed the stomatal physiology in response to flg22 treatment, the phospho-dead line behaved similar to the *wlim2a* mutant, indicating that the phosphorylation of WLIM2A is crucial for stomatal immunity in Arabidopsis.

Earlier studies of the SA-deficient *nahG* mutant and the SA-biosynthetic *sid2/eds16* mutants clearly demonstrated that SA biosynthesis is essential for flg22-induced stomatal closure. *wlim2a* mutant plants exhibited decreased SA accumulation. Furthermore, SA was found to promote stomatal closure via peroxidase-mediated extracellular ROS production. *wlim2a* mutants showed decreased ROS production following flg22 treatment. Our findings suggest that the immune defects of *wlim2a* mutants, including stomatal immunity might be associated with a hormone imbalance in salicylic acid.

Actin-binding proteins (ABPs) are essential for organizing actin filaments in plants. In Arabidopsis, over 70 ABPs are involved, with four main families—fimbrin, formin, villin, and LIM domain-containing proteins (LIM)—being critical for actin bundle formation and maintenance (Figure S7). Research by Papuga et al. (2010) [11] revealed that WLIM2A, a member of the LIM family, directly interacts with actin filaments, stabilizing them and promoting higher-order structures like actin bundles. This interaction was confirmed through various biochemical assays, such as co-sedimentation and depolymerization, which demonstrated the role of WLIM2A in stabilizing actin filaments. While the role of LIM proteins in actin dynamics is relatively well understood, their function in plant immunity remains underexplored. Actin cytoskeleton remodeling is essential for various immune responses, such as transcriptional activation, reactive oxygen species (ROS) generation, and vesicle trafficking. Studies indicate that disrupting the actin cytoskeleton can enhance pathogen resistance in plants through a salicylic acid-dependent mechanism [33,34]. Specifically, microfilament (MF) disruption appears to increase resistance to bacterial pathogens, while microtubule (MT) disruption enhances susceptibility. However, the opposite occurs in fungal infections, where the inhibition of both MF and MT reduces resistance [35].

Large-scale phosphoproteomic analyses revealed that WLIM2A is phosphorylated in vivo at T94 by MPK3, MPK4, and MPK6 [5]. Earlier studies showed that LIM proteins can crosslink cytoplasmic actin filaments and act as transcription factors in the nucleus [36]. This phosphorylation may regulate the subcellular localization of LIM proteins, shuttling them between the cytoplasm and nucleus to activate gene transcription.

Perception of microbe-associated molecular patterns (MAMPs) by plant surface receptors triggers rapid signaling events, which affect the actin cytoskeleton by regulating ABPs. Failure to rearrange actin filaments compromises stomatal closure, a critical defense response [37]. LIM proteins like AtLIMs stabilize actin bundling during these immune responses [38]. In particular, the MPK3/6 pathway is crucial for disassembling the actin array to close stomata during pathogen attack [29]. Our studies show that WLIM2A is rapidly phosphorylated upon flg22 activation, initiating stomatal immunity. Further research should investigate the precise role of WLIM2A phosphorylation in actin dynamics during plant defense (Figure 7).

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

*Arabidopsis thaliana* ecotype Columbia-0 (Col-0) was used as wild-type (WT) plants. Seeds were surface-sterilized and stratified at 4 °C on growth medium for at least two days. The growth medium was composed of ½ Murashige and Skoog basal salts with minimal organics, 0.05% MES hydrate, and 0.5% agar type (Sigma A4675, St. Louis, MO, USA). The pH was adjusted to 5.7 with KOH. Seedlings were grown at 23 °C day/22 °C night in long day conditions, i.e., 16 h light/8 h dark photoperiod, for the indicated time. For cultures in Jiffy pots in Percival growth chambers, seeds were stratified at 4 °C in water for at least two days, and then grown at 23 °C day/22 °C night, 60% humidity in short day conditions, i.e., 8h light/16 h dark photoperiod for four weeks.

*Nicotiana benthamiana* (*N. benthamiana*) plants were grown in the greenhouse at 28 °C under 70% humidity and 16 h/8 h light conditions. Four-week-old plants were used for transient leaf transformation by agroinfiltration to carry out BiFC and subcellular localization assays.

### 4.2. Generation of wlim2a Mutant Lines Using CRISPR-Cas9 Technology

To generate WLIM2A knockout mutant Arabidopsis lines, we designed 20 nucleotide-long guide RNAs (gRNAs) targeting the WLIM2A gene using the CRISPR-P 1.0 method [39]. Two gRNA targets with the lowest off-target scores were selected. The gRNA cassettes were cloned into a mcherry pHSE401 vector containing an egg cell-specific promoter, as previously described [13]. These constructs were then transformed into Arabidopsis Col-0 plants using the agrobacterium mediated-floral dip method.

Seeds collected from the T0 plants were screened on ½ MS media plates supplemented with hygromycin to identify resistant seedlings, which were subsequently transferred to soil. Genomic DNA was extracted from the T1 transgenic lines for further analysis. To assess mutations in WLIM2A, DNA fragments surrounding the gRNA target sites were amplified by PCR using specific primers. The PCR products were purified and sequenced with WLIM2A-specific primers. The sequencing data were analyzed using CLC Workbench and CRISPR-Cas9-induced insertions/deletions were identified (Figure S2).

Counterselection PCR with Cas9-specific primers was performed to screen for non-transgenic T2 plants, ensuring that the desired mutations were not linked to the transgene (Figure S4A–C). This permitted us to identify WLIM2A knockout mutant Arabidopsis lines.

### 4.3. Quantitative Real-Time PCR

For PAMP-induced defense gene expression, 14-day-old *Arabidopsis* WT and mutant seedlings grown on ½ MS agar were transferred onto liquid ½ MS and cultured overnight before flagellin 22 (flg22) treatment. The flg22 peptide was dissolved in double-distilled H_2_O to obtain a stock solution of 1 mM, then further diluted to inoculate at a concentration of 1 µM. Seedlings were treated with either 1 µM flg22 or water (mock) for 1 h. WT and mutant seedlings samples (100 mg) were homogenized in liquid nitrogen. Total RNA was extracted using NucleoSpin Plant RNA kits, cDNA was reverse-transcribed from 1 µg of total RNA using SuperScript III First-Strand Synthesis Kit (Invitrogen, Vilnius, Lithuania), and the transcript levels of genes were assessed by qRT-PCR using the PTI marker gene primers (Table S2). Quantitative RT-PCR was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, Carlsbad, CA, USA). The data were analyzed using Bio-Rad CFX manager software Version. 3.0. At3g18780 (Actin) and At4g05320 (UBQ10) were used as reference genes for normalization of gene expression levels in all samples, then the normalized gene expression levels were expressed relative to wild-type controls in each experiment.

### 4.4. Pathogen Assays

WT and *wlim2a* Arabidopsis plants were grown for four weeks under short day conditions and spray-inoculated with *Pseudomonas syringae pv.tomato* DC3000) (*Pst* DC3000) at OD_600_ = 0.2 with 0.04% (*v*/*v*) Silwet L-77. Disease symptoms were evaluated at 3 and 72 h post-infection; leaf discs were sampled and bacteria were extracted. In total, three biological replicates were taken from 30 plants of each plant genotype. Bacteria were extracted with 10 mM MgCl_2_ containing 0.01% (*v*/*v*) Silwet L-77. The homogenates were plated on LB agar media containing rifampicin (50 mg/L) after four ten-fold serial dilutions, incubated at 28 °C for 48 h, and bacterial colonies were counted. The infection level of the leaf samples from three biological replicates was reported as CFU/cm^2^.

For *Botrytis cinerea* infection, WT and *wlim2a* Arabidopsis plants were grown under short day conditions for four weeks and inoculated by placing a 5 µL droplet of a fungal spore suspension (5 × 10^6^ spores/mL) on each rosette leaf. Disease symptoms were evaluated after 72 h post-infection, pictures of the plant leaves were taken and quantified using ImageJ Software Version 1.53. In total, three biological replicates of 9 plants each per plant genotype were evaluated.

### 4.5. ROS Burst Assays

ROS burst assays were carried out using the luminol-based luminescence method [26]. Briefly, 4 mm leaf discs of four weeks old *Arabidopsis* WT and mutant plants were incubated overnight (adaxial side up) in 150 µL of sterile water in 96-well plates (Thermo Fisher, Rochester, NY, USA). The next day, the water was replaced with 100 µL of reaction solution containing 50 µM of luminol (Sigma, St, Louis, MO, USA), 10 µg/mL of horseradish peroxidase (Sigma, St, Louis, MO, USA), and supplemented with 1 µM of flg22 or water as a mock control. Luminescence was recorded at 1 min intervals after the addition of flg22 for 40 min using a TECAN infinite 200 PRO microplate reader. The signal integration time was 0.5 s and the ROS measurements were expressed as means of RLU (relative light units).

### 4.6. DAB and NBT Stainings

Four-week-old *Arabidopsis* WT and mutant plant leaves were stained for superoxide radicals and hydrogen peroxide using nitroblue tetrazolium (NBT) (N6876, Sigma-Aldrich, Manheim, Germany) and 3,3′diaminobenzidine (DAB) (D5637, Sigma-Aldrich, St. Louis, MO, USA), respectively. The leaves were then mounted on slides with 50% glycerol and photographs taken using a Nikon SMZ25 stereomicroscope.

### 4.7. pTEpY Assays and Immunoblotting

Total proteins were extracted from *Arabidopsis* WT and *wlim2a* seedlings after growth on ½ MS plates for 14 days. The seedlings were frozen in liquid nitrogen and powdered using a tissue lyser, resuspended in 200 µL of SDS sample buffer, heated at 85 °C for 10 min, centrifuged at 18,000× *g* for 10 min at 4 °C, and the supernatant was collected. Using 10% SDS-polyacrylamide gels, total proteins were resolved and electro-transferred onto PVDF membranes (BIO-RAD). The blots were blocked for one hour at room temperature with 5% (*w*/*v*) BSA in TBST before being incubated overnight at 4 °C with anti-phopho-p44/42 ERK antibody (diluted 1/5000) in 2% (*w*/*v*) BSA in TBST (#4370, Cell Signaling, Danvers, MA, USA). HRP-conjugated goat anti-rabbit IgG (Promega, Madison, WI, USA) was used as the secondary antibody. HRP activity was detected with a chemiluminescent reagent. The immunoblots was stained with Ponceau-S for protein visualization. Each immunoblotting analysis shown is representative of three independent biological repeats.

### 4.8. RNA Sequencing Analysis

The 14-day-old *Arabidopsis* WT and mutant seedlings were grown in three independent biological replicates on ½ MS agar, moved to ½ MS liquid media overnight, and then treated for one hour with 1 µM flg22 peptide (GeneScript) or water (mock). The seedlings were collected for RNA-Seq and 1 µg of total RNA was used for RNA-Seq library preparation using the Illumina Truseq Stranded mRNA Sample Preparation LS (low sample) kit, following the manufacturer’s protocol. Three biological replicates were analyzed for each condition. The sequencing was performed on the HiSeq 4000 platform with a read length of 300 bp paired ends. Reads were quality-controlled using FASTQC v0.11.5 on 26 January 2021 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimmometric was used for quality trimming. The parameters for read quality filter were set as follows: minimum length of 36 bp; mean Phred quality score greater than 30; leading and trailing base removal with a base quality below 3; and sliding window of 4:15. TopHat v2.1.1 was used to align short reads to the *Arabidopsis thaliana* TAIR 10 reference genome, with Cufflinks used for transcripts assembly. The differentially expressed genes (DEGs) (fragment per kilobase of transcript per million mapped reads, FPKM) were identified using Cufflinks and the limma package in R Version 3.19. Cuffdiff v2.2.1 [40] was used with quartile normalization to find significant gene expression. Genes with 2-fold change and *p*-value ≤ 0.05 were considered as significantly different between samples with and without flg22 treatment. Hierarchical clustering of these genes was performed using Mev v4.8.1 [41]. Gene ontology (GO) classification was performed with the AgriGo [42] and DAVID Bioinformatic software v2022q1 (https://david.ncifcrf.gov/). Venn diagrams were generated using (http://bioinfogp.cnb.csic.es/tools/venny/).

### 4.9. Phytohormone Analysis

*Arabidopsis* WT and mutant seedlings were grown for two weeks on ½ MS agar, then moved to ½ MS liquid media overnight. The seedlings were then treated for an hour on ½ MS with 1 µM flg22 peptide or water (mock). Phytohormone extraction was carried out as previously reported [43]. A Thermo Fisher TQS-Altis Triple Quadrupole Mass Spectrometer linked to a Thermo Scientific Vanquish MD HPLC system was used to quantify the chemicals using HPLC-ESI-SRM. The compounds were eluted using water (A) and acetonitrile (B) as mobile phases at 0.6 mL/min and in gradient elution mode, as follows: 10% B for 0.5 min, 10–55% B at 4.5 min, 55–100% B at 4.7 min, and 100% until 6.0 min. The temperature in the column was set to 55 °C. To determine the statistical significance of three replicates, ANOVA was used, followed by the Tukey test.

### 4.10. Site-Directed Mutagenesis and Generation of Phospho-Mimick and Phospho-Dead Mutants

Wild-type sequences of *WLIM2A* were amplified by PCR from *Arabidopsis* cDNA and cloned into PENTR-D-TOPO vector (Table S3). Mutated versions of *WLIM2A* were generated by site-directed mutagenesis using the Gene Art Site-Directed Mutagenesis System kit from Thermo Fisher Scientific. The primers designed to introduce the mutations are listed in Table S3. The mutations were confirmed using Sanger sequencing (Table S4) and the mutated versions were transformed into the final Gateway destination vector using LR clonase (Life technologies, Thermo Fisher Scientific, Carlsbad, CA, USA). The constructs were transformed into *Agrobacterium* cells and introduced into the homozygous *wlim2a-1* and *wlim2a-2* lines using the agrobacterium-mediated floral dip method.

### 4.11. Bimolecular Fluorescence Complementation (BiFC)

To generate expression plasmids, the coding sequences of At2g39900 and MAPKs were cloned into the N- or C-terminal part of YFPs under the promoter of 35S::GFP in the pBIFC1, 2, 3, and 4 vectors. A range of positive and negative controls was prepared for the experiments. The constructs were transformed into the *Agrobacterium tumefaciens* C58C1 strain. The cultures were grown on LB medium with the corresponding antibiotic selection marker for 24 h at 28 °C. The culture was centrifuged and resuspended in infiltration buffer (10 mM MgCl_2_, 10 mM MES pH 5.7, 150 µM acetosyringone) to an OD600 of 1.5 and kept in the dark for 3 h. The P19 viral suppressor of gene silencing was used to co-express with each combination to prevent silencing of transiently expressed proteins. A bacterial culture of each combination was mixed before infiltration. For transient expression, the resultant bacterial suspension was directly infiltrated into *N. benthamiana* leaves. Three days after infiltration, the leaves were visualized using an upright LSM 710 Zeiss confocal microscope with a 20× objective (Plan-Apochromat, NA1.0, White Plains, NY, USA) for YFP fluorescence. All images were obtained using the Argon laser with 514-nm excitation.

### 4.12. Subcellular Localization Studies

The coding sequence of At2g39900 was cloned into p35S::C-GFP in the pGWB5 vector (Table S1). The construct was transformed into the *Agrobacterium tumefaciens* C58C1 strain. For transient expression, the resultant bacterial suspension was directly infiltrated onto *N. benthamiana* leaves. An upright Zeiss LSM710 confocal microscope fitted with a 20× objective (Plan-Apochromat, NA1.0, White Plains, NY, USA) was used to visualize the leaves with GFP fluorescence three days after infiltration. All images were acquired using an argon laser at 514 nm.

### 4.13. In Vitro Kinase Assays

The purified recombinant WLIM2A protein and constitutively active MAPKs were mixed together in kinase reaction buffer. The kinase buffer (20 mM Tris-HCl pH 7.5, 10 mM MgCl_2_, 5 mM EGTA, 1 mM DTT, and 50 µM ATP) and the reaction mixtures were incubated at ambient temperature for 30 min. SDS sample buffer was added to stop the reaction and the samples were denatured by heating at 95 °C for 10 min. The protein samples were resolved using SDS-PAGE. SimplyBlue^TM^ SafeStain (Novex cat. no. LC6065, Carlsbad, CA, USA) was used to stain the gel, and the band corresponding to the protein of interest was excised, cut into small pieces of 0.5 mm^3^, and de-stained with four successive washes of 15 min each with ACN and 100 mm NH_4_HCO_3_. Proteins were reduced at 37 °C for 1 h with 10 mm Tris(2-carboxyethyl) phosphine (TCEP, C-4706 Sigma) in 100 mm NH_4_HCO_3_, followed by alkylation at ambient temperature for 30 min with 20 mm S-methyl methanethiosulfonate (MMTS, 64306 Sigma, St. Louis, MO, USA). Proteins were then digested overnight at 37 °C with trypsin (porcine trypsin, Promega, Fitchburg, WI, USA). After stopping the digestion with 1% formic acid, the peptides were recovered by incubating the gel pieces in ACN. The desalted peptide solution was analyzed by LC-MS/MS using a C18 ZipTip^®^ (Millipore, Burlington, MA, USA, Cat. No. ZTC18S096).

## Figures and Tables

**Figure 1:**
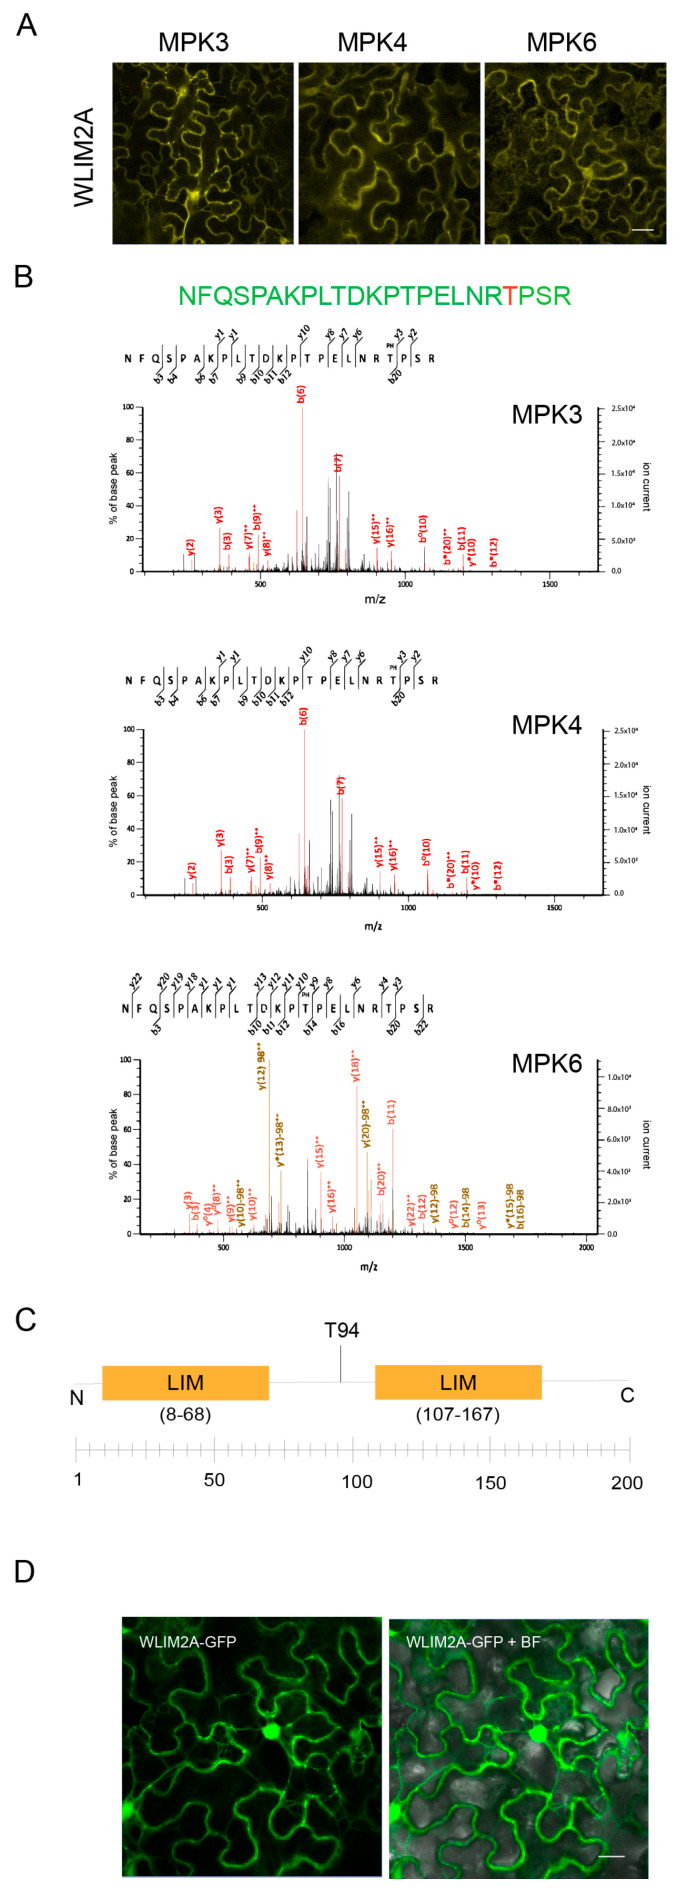
WLIM2A is a phospho-protein. (**A**) BiFC investigation using MPK3, MPK4, and MPK6 in *N. benthamiana* leaf epidermal cells with the MAPK candidate substrate WLIM2A. Laser scanning confocal microscopy was used to detect YFP fluorescence. Scale bar = 20 µM. (**B**) Analysis of samples from an *in vitro* kinase test with MPK3, MPK4, and MPK6 kinases and WLIM2A fragment by mass spectrometry. Mass spectra for the peptide are shown, *b* and *y* ions are indicated on the spectral lines. (**C**) WLIM2A protein structure shows the relative position of two LIM domains and position of the phospho-site obtained from the phosphoproteomic screening. (**D**) Subcellular localization of WLIM2A-GFP transiently expressed in *N. benthamiana* cells under the 35S promoter. The tagged proteins were expressed in 4-week-old tobacco plants, and the localization was observed using laser scanning confocal microscopy between 48 and 72 h after infiltration. Scale bar = 50 µM.

**Figure 2:**
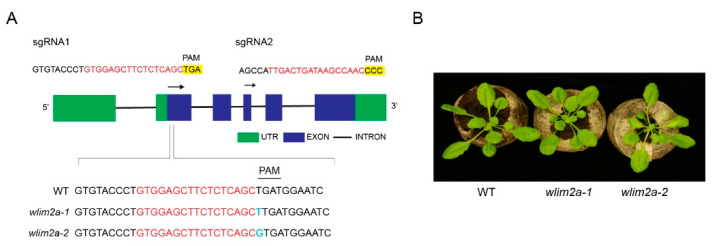
*wlim2a* mutant lines. (**A**) A schematic representation of the CRISPR-Cas9 genome-editing strategy in *Arabidopsis thaliana* to target *WLIM2A*. Based on two sgRNAs targeting *WLIM2A* and sequencing reads from selected mutant alleles, T_0_ transformants show the addition of thymine or guanine. (**B**) WT (Col-0), *wlim2a-1*, and *wlim2a-2* mutants have the same morphological phenotype. Plants cultivated in Jiffy pellets for four weeks are shown.

**Figure 3:**
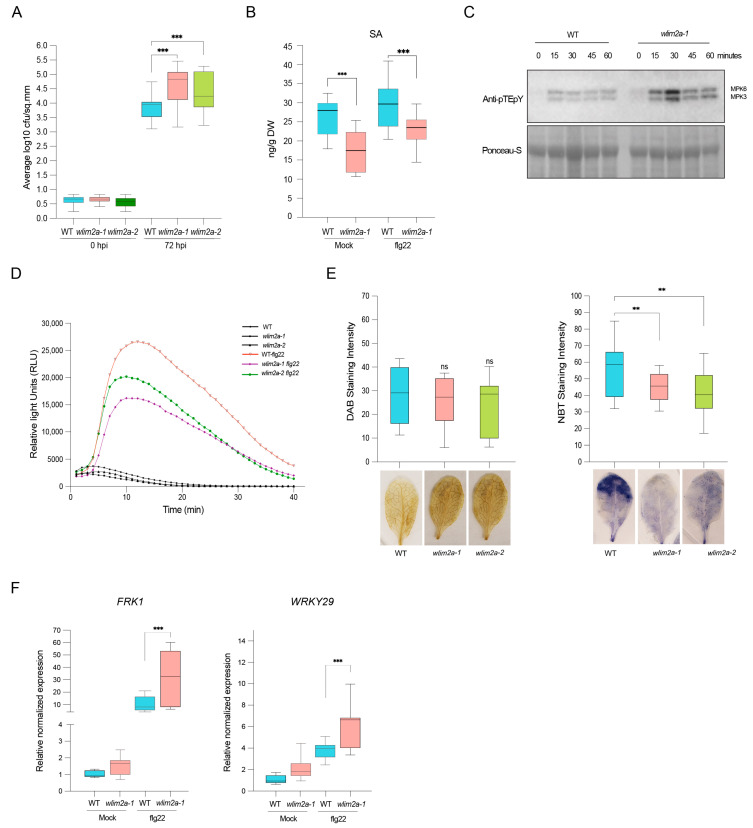
*wlim2a* mutant plants are susceptible to bacterial infection. (**A**) *Arabidopsis* plants *wlim2a-1*, *wlim2a-2*, and WT (Col-0) infected with *Pst* DC3000. Four-week-old seedlings were spray-inoculated with Pst DC3000 or mock. Pst DC3000 colonies were counted at Day 0 and Day 3 after infection. The vertical bars represent the standard error for the three biological replicates with 16 plants each. Student’s *t*-test, *p* < 0.05, was used to determine statistical significance. The median is shown by the lines in the boxes. (**B**) SA levels were quantified by LC-MS/MS in Col-0, *wlim2a-1*, and *wlim2a -2* lines after treatment with or without flg22 for 1-h. Eighteen plants for each line were used in three biological replicates with 3 seedlings at 100 mg/tube each. (**C**) MPK3 and MPK6 are rapidly and transiently activated by flg22 in mock and *wlim2a-1* mutants. Col-0 and the *wlim2a-1* mutant were incubated in water overnight before being exposed to 1 µM flg22 for the specified amount of time. By utilizing an anti-pTE-pY antibody against the phosphorylated version of ERK2, western blotting was used to detect the phosphorylation of MPK3 and MPK6. Equal loading of proteins was shown by Ponceau-S staining. (**D**) In *wlim2a* mutants, flg22-induced ROS generation is reduced. Leaf disks from four-week-old *Arabidopsis thaliana* Col-0, *wlim2a-1*, and *wlim2a-2* plants were collected and treated with 1 µM flg22 or mock. Over 40 min, a luminol-based assay detected ROS accumulation as relative light units (RLU). Three independent experiments generated similar findings (*n* = 12/treatment). (**E**) Evaluation of H_2_O_2_ levels in Col-0 and mutants using 3,3′-diaminobenzidine staining (DAB) and O_2_^−^ levels in mutants using nitroblue tetrozolium (NBT) staining in comparison to WT Col-0. (**F**) PTI marker gene relative expression levels in WT (Col-0), *wlim2a-1*, and *wlim2a-2*. *UBIQUITIN* and *ACTIN* were used as reference genes to normalize the data. The X-axis displays the expression of *FRK1* and *WRKY29* in mock- and flg22-treated plants. The Y-axis displays the changes in gene expression levels shown on a log 2 scale. Three independent experiments were carried out, each with *n* = 9. The standard error (SE) of the data is shown by the error bars (** denotes *p* < 0.01 *** denotes *p* > 0.001, ns denotes Not Significant, Student’s *t*-test).

**Figure 4:**
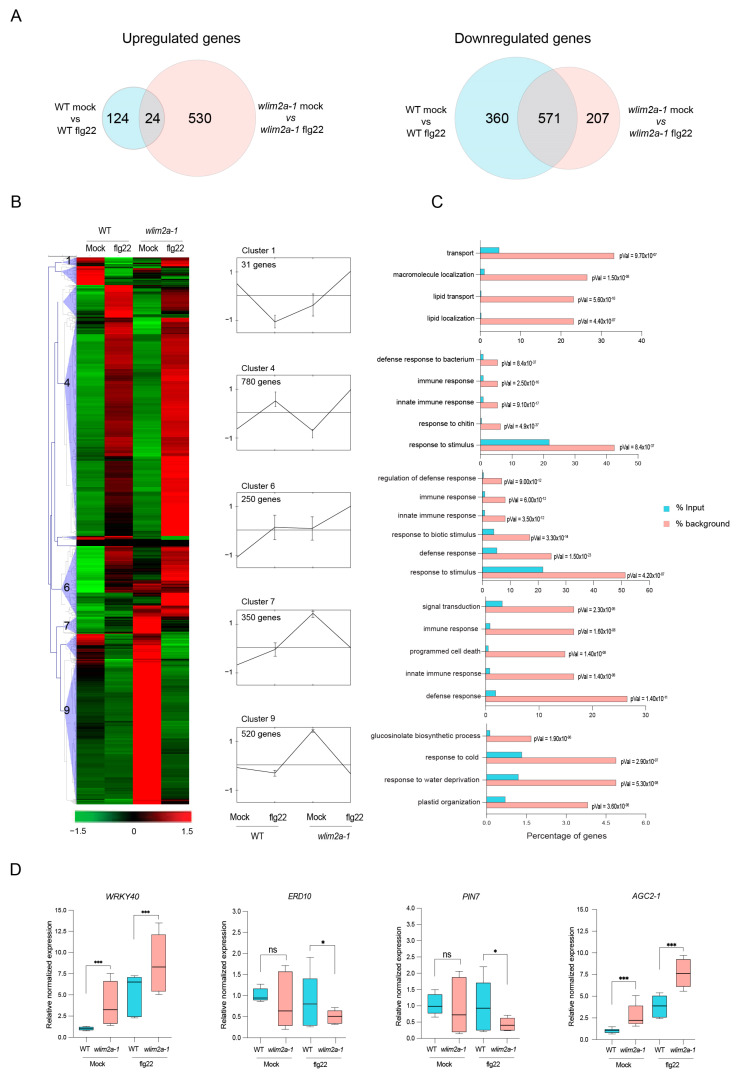
Transcriptomic analyses in WT and *wlim2a* mutant plants. (**A**) Venn diagram displaying the overlap of differentially expressed genes (DEGs) identified by RNA-Seq between WT mock vs. WT-flg22 and *wlim2a-1* mock vs. *wlim2a-1* flg22. (**B**) The DEGs in WT mock, WT-flg22, *wlim2a-1* mock, and *wlim2a-1* flg22 were clustered hierarchically into ten groups. The values are provided as log 2-fold changes (*p* < 0.01). In the clustering, the average linkage method and Pearson correlation (MEV4.0) were applied. The red and green colors represent up- and downregulated expression, respectively. The black lines reflect the average relative expression levels, whereas the gray lines represent the relative expression of each gene in clusters 1, 4, 6, 7, and 9. (**C**) Functional enrichment of DEGs between *Arabidopsis* Col-0 (WT) mock, *wlim2a-1* mock, WT flg22, and *wlim2a-1* flg22 in the GO databases. Blue represents input and orange represents the reference control. (**D**) RT-qPCR validation of RNA-Seq data. *ACTIN* and *UBIQUITIN* were used to standardize the signal intensity for each transcript. Gene expression in WT mock, WT flg22-treated, *wlim2a-1* mock, and *wlim2a-1* flg22-treated is shown on the X-axis. The Y-axis displays the log 2 scaled variations in gene expression levels. The error bars represent SE (standard error), one asterisk (*) indicates *p* < 0.05, three asterisks (***) indicate *p* > 0.001, ns denotes Not Significant, Student’s *t*-test.

**Figure 5:**
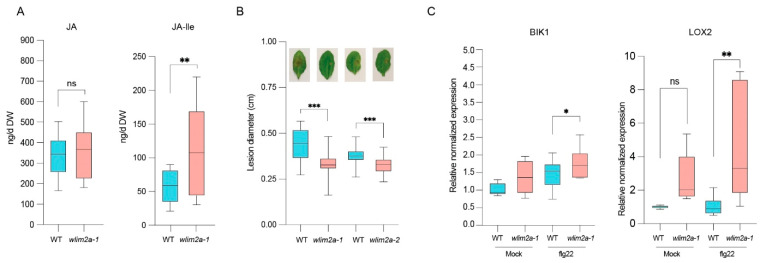
*wlim2a* mutants have increased JA-Ile levels and increased resistance to *B. cinerea*. (**A**) Quantitative study of JA and JA-lle levels in Col-0, *wlim2a-1*, and *wlim2a-2* lines using LC MS/MS with or without flg22 treatment for 1 h. Plants of three seedlings of 100 mg/tube and 18 plants for each line with three biological replicates. (**B**) *Arabidopsis wlim2a* mutants exhibited enhanced resistance to the fungus *B. cinerea*. Four-week-old *Arabidopsis* plants were inoculated with 5 μL droplets of fungal spores (5 × 10^5^ spores mL^−1^). The area of lesion in the leaves of Col-0 and *wlim2a* mutant plants was measured 48 h later. ImageJ software Version 1.53 was used to determine the size of the lesions. Vertical bars represent the standard error for three biologically independent experiments (*n* = 8 for each). Three leaves per plant, with an average of 8 plants per replicate. (**C**) *BIK1* and *LOX2* gene expression in WT mock, WT flg22-treated, *wlim2a-1* mock, and *wlim2a-1* flg22-treated *Arabidopsis* plants. The error bars represent SE (standard error), one asterisk (*) indicates *p* < 0.05, two asterisk (**) indicates *p* < 0.01, three asterisks (***) indicate *p* > 0.001, ns denotes Not Significant, Student’s *t*-test.

**Figure 6:**
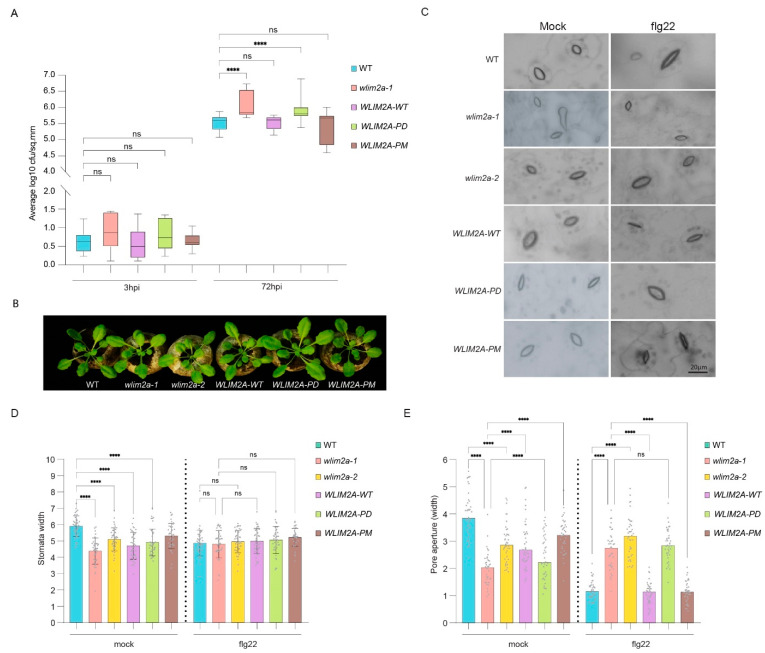
WLIM2A plays an essential role in stomatal immunity in *Arabidopsis*. (**A**) Four-week-old Arabidopsis seedlings of *wlim2a-1*, *wlim2a-2*, *WLIM2A*-*WT*, *WLIM2A*-*PD*, *WLIM2A*-*PM*, and WT (Col-0) were spray-inoculated with *Pst* DC3000 bacterial suspension or mock. The colonies were counted 3 and 72 h after inoculation (hpi). The vertical bars represent the standard error for the three biological replicates with 16 plants each. (B) Representative plant photos of WT, *wlim2a-1*, *wlim2a-2*, *WLIM2A*-*WT*, *WLIM2A*-PD, and *WLIM2A*-*PM* after 72 h of exposure to *Pst* DC3000. (**C**) Representative images of the stomatal closure in the MAMP-induced stomatal defense in WT, *wlim2a-1*, and *wlim2a-2*, *WLIM2A*-*WT*, *WLIM2A*-*PD*, and *WLIM2A*-*PM*. (**D**) Width of the Stomatal guard cells of WT, *wlim2a-1*, *wlim2a-2*, *WLIM2A*-*WT*, *WLIM2A*-PD, and *WLIM2A*-*PM*. (**E**) Stomatal aperture measurement of WT, *wlim2a-1*, *wlim2a-2*, *WLIM2A*-*WT*, *WLIM2A*-PD, and *WLIM2A*-*PM*. Scale bar = 20 µM. The error bars represent SE (standard error), Four asterisks (****) indicate *p* > 0.001, as determined by one-way ANOVA with Tukey’s multiple comparison test, ns denotes Not Significant, Student’s *t*-test.

**Figure 7:**
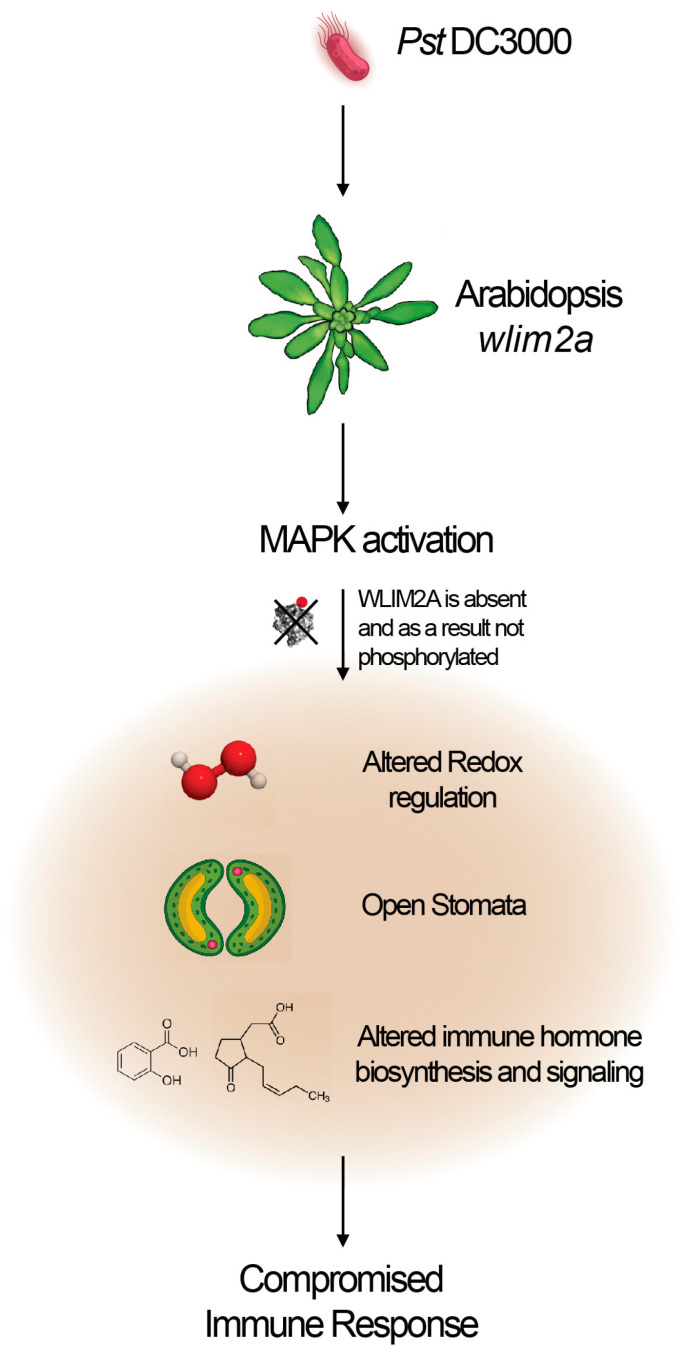
A working model for the role of WLIM2A(LIM2) in plant immunity. In the *wlim2A* mutant, upon flg22 perception, WLIM2A is absent and as a result is not phosphorylated by MAPKs. Upon pathogen infection, *wlim2a* plants exhibit altered redox changes, lack of stomatal closure, and changes in immune hormone levels, leading to a compromised immune response.

## Data Availability

RNA-Seq data are available at NCBI’s Gene Expression Omnibus GEO Series under accession number GSE236403.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms252111642/s1.

## References

[1] Jones J.D.G., Dangl J.L. (2006). The plant immune system. Nature.

[2] Underwood W. (2012). The Plant Cell Wall: A Dynamic Barrier Against Pathogen Invasion [Mini Review]. Front. Plant Sci..

[3] Jones J.D., Vance R.E., Dangl J.L. (2016). Intracellular innate immune surveillance devices in plants and animals. Science.

[4] Dangl J.L., Jones J.D.G. (2001). Plant pathogens and integrated defence responses to infection. Nature.

[5] Rayapuram N., Bigeard J., Alhoraibi H., Bonhomme L., Hesse A.-M., Vinh J., Hirt H., Pflieger D. (2018). Quantitative Phosphoproteomic Analysis Reveals Shared and Specific Targets of Arabidopsis Mitogen-Activated Protein Kinases (MAPKs) MPK3, MPK4, and MPK6. Mol. Cell. Proteom..

[6] Kadrmas J.L., Beckerle M.C. (2004). The LIM domain: From the cytoskeleton to the nucleus. Nat. Rev. Mol. Cell Biol..

[7] Li L., Li Y., Wang N.N., Li Y., Lu R., Li X.B. (2015). Cotton LIM domain-containing protein GhPLIM1 is specifically expressed in anthers and participates in modulating F-actin. Plant Biol..

[8] Li Y., Yue X., Que Y., Yan X., Ma Z., Talbot N.J., Wang Z. (2014). Characterisation of four LIM protein-encoding genes involved in infection-related development and pathogenicity by the rice blast fungus Magnaporthe oryzae. PLoS ONE.

[9] Srivastava V., Verma P.K. (2017). The plant LIM proteins: Unlocking the hidden attractions. Planta.

[10] Xu F., Zhu C., Cevik V., Johnson K., Liu Y., Sohn K., Jones J.D., Holub F.B., Li X. (2015). Autoimmunity conferred by chs3-2D relies on CSA1, its adjacent TNL-encoding neighbour. Sci. Rep..

[11] Papuga J., Hoffmann C., Dieterle M., Moes D., Moreau F., Tholl S., Steinmetz A., Thomas C. (2010). Arabidopsis LIM proteins: A family of actin bundlers with distinct expression patterns and modes of regulation. Plant Cell.

[12] Thomas C., Hoffmann C., Dieterle M., Van Troys M., Ampe C., Steinmetz A. (2006). Tobacco WLIM1 is a novel F-actin binding protein involved in actin cytoskeleton remodeling. Plant Cell.

[13] Wang Z.-P., Xing H.-L., Dong L., Zhang H.-Y., Han C.-Y., Wang X.-C., Chen Q.-J. (2015). Egg cell-specific promoter-controlled CRISPR/Cas9 efficiently generates homozygous mutants for multiple target genes in Arabidopsis in a single generation. Genome Biol..

[14] Wang H.J., Wan A.R., Jauh G.Y. (2008). An actin-binding protein, LlLIM1, mediates calcium and hydrogen regulation of actin dynamics in pollen tubes. Plant Physiol..

[15] Reichel M., Liao Y., Rettel M., Ragan C., Evers M., Alleaume A.M., Horos R., Hentze M.W., Preiss T., Millar A.A. (2016). In Planta Determination of the mRNA-Binding Proteome of Arabidopsis Etiolated Seedlings. Plant Cell.

[16] Bullock S.L. (2011). Messengers, motors and mysteries: Sorting of eukaryotic mRNAs by cytoskeletal transport. Biochem. Soc. Trans..

[17] Gagnon J.A., Kreiling J.A., Powrie E.A., Wood T.R., Mowry K.L. (2013). Directional Transport Is Mediated by a Dynein-Dependent Step in an RNA Localization Pathway. PLoS Biol..

[18] Medioni C., Mowry K., Besse F. (2012). Principles and roles of mRNA localization in animal development. Development.

[19] Day B., Henty J.L., Porter K.J., Staiger C.J. (2011). The pathogen-actin connection: A platform for defense signaling in plants. Annu. Rev. Phytopathol..

[20] Henty-Ridilla J.L., Li J., Blanchoin L., Staiger C.J. (2013). Actin dynamics in the cortical array of plant cells. Curr. Opin. Plant Biol..

[21] Li X., Diao M., Zhang Y., Chen G., Huang S., Chen N. (2019). Guard Cell Microfilament Analyzer Facilitates the Analysis of the Organization and Dynamics of Actin Filaments in Arabidopsis Guard Cells. Int. J. Mol. Sci..

[22] Zheng W., Jiang Y., Wang X., Huang S., Yuan M., Guo Y. (2019). AP3M harbors actin filament binding activity that is crucial for vacuole morphology and stomatal closure in Arabidopsis. Proc. Natl. Acad. Sci. USA.

[23] Eun S.O., Lee Y. (1997). Actin filaments of guard cells are reorganized in response to light and abscisic acid. Plant Physiol..

[24] Qian D., Zhang Z., He J., Zhang P., Ou X., Li T., Niu L., Nan Q., Niu Y., He W. (2019). Arabidopsis ADF5 promotes stomatal closure by regulating actin cytoskeleton remodeling in response to ABA and drought stress. J. Exp. Bot..

[25] Shimono M., Lu Y.-J., Porter K., Kvitko B.H., Henty-Ridilla J., Creason A., He S.Y., Chang J.H., Staiger C.J., Day B. (2016). The Pseudomonas syringae Type III Effector HopG1 Induces Actin Remodeling to Promote Symptom Development and Susceptibility during Infection. Plant Physiol..

[26] Huang T.-Y., Desclos-Theveniau M., Chien C.-T., Zimmerli L. (2013). Arabidopsis thaliana transgenics overexpressing IBR3 show enhanced susceptibility to the bacterium Pseudomonas syringae. Plant Biol..

[27] Nakagami H., Pitzschke A., Hirt H. (2005). Emerging MAP kinase pathways in plant stress signalling. Trends Plant Sci..

[28] Moes D., Gatti S., Hoffmann C., Dieterle M., Moreau F., Neumann K., Schumacher M., Diederich M., Grill E., Shen W.-H. (2013). A LIM domain protein from tobacco involved in actin-bundling and histone gene transcription. Mol. Plant.

[29] Meng X., Xu J., He Y., Yang K.Y., Mordorski B., Liu Y., Zhang S. (2013). Phosphorylation of an ERF transcription factor by Arabidopsis MPK3/MPK6 regulates plant defense gene induction and fungal resistance. Plant Cell.

[30] Xu J., Meng J., Meng X., Zhao Y., Liu J., Sun T., Liu Y., Wang Q., Zhang S. (2016). Pathogen-Responsive MPK3 and MPK6 Reprogram the Biosynthesis of Indole Glucosinolates and Their Derivatives in Arabidopsis Immunity. Plant Cell.

[31] Kazan K., Manners J.M. (2009). Linking development to defense: Auxin in plant-pathogen interactions. Trends Plant Sci..

[32] Zou M., Ren H., Li J. (2019). An Auxin Transport Inhibitor Targets Villin-Mediated Actin Dynamics to Regulate Polar Auxin Transport. Plant Physiol..

[33] Leontovyčová H., Kalachova T., Trdá L., Pospíchalová R., Lamparová L., Dobrev P.I., Malínská K., Burketová L., Valentová O., Janda M. (2019). Actin depolymerization is able to increase plant resistance against pathogens via activation of salicylic acid signalling pathway. Sci. Rep..

[34] Matoušková J., Janda M., Fišer R., Sašek V., Kocourková D., Burketová L., Dušková J., Martinec J., Valentová O. (2014). Changes in actin dynamics are involved in salicylic acid signaling pathway. Plant Sci..

[35] Schmid M., Davison T., Henz S. (2005). A gene expression map of Arabidopsis thaliana development. Nat. Genet..

[36] Wilma A.H. (2009). Chapter 6 Cell and Molecular Biology of Nuclear Actin.

[37] Kumar N., Khurana S. (2004). Identification of a functional switch for actin severing by cytoskeletal proteins. J. Biol. Chem..

[38] Thomas C., Hoffmann C., Gatti S., Steinmetz A. (2007). LIM Proteins: A Novel Class of Actin Cytoskeleton Organizers in Plants. Plant Signal Behav..

[39] Xing H.L., Dong L., Wang Z.P., Zhang H.Y., Han C.Y., Liu B., Wang X.C., Chen Q.J. (2014). A CRISPR/Cas9 toolkit for multiplex genome editing in plants. BMC Plant Biol..

[40] Trapnell C., Roberts A., Goff L., Pertea G., Kim D., Kelley D.R., Pimentel H., Salzberg S.L., Rinn J.L., Pachter L. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[41] Howe E.A., Sinha R., Schlauch D., Quackenbush J. (2011). RNA-Seq analysis in MeV. Bioinformatics.

[42] Du Z., Zhou X., Ling Y., Zhang Z., Su Z. (2010). agriGO: A GO analysis toolkit for the agricultural community. Nucleic Acids Res..

[43] Almeida Trapp M., De Souza G.D., Rodrigues-Filho E., Boland W., Mithöfer A. (2014). Validated method for phytohormone quantification in plants [Original Research]. Front. Plant Sci..

# Supplementary material for: Arabidopsis Actin-Binding Protein WLIM2A Links PAMP-Triggered Immunity and Cytoskeleton Organization
**Source:** Int J Mol Sci. 2024 Oct 30;25(21):11642. doi: 10.3390/ijms252111642
**Supplement:** Supplementary file 1

## Supplementary Information

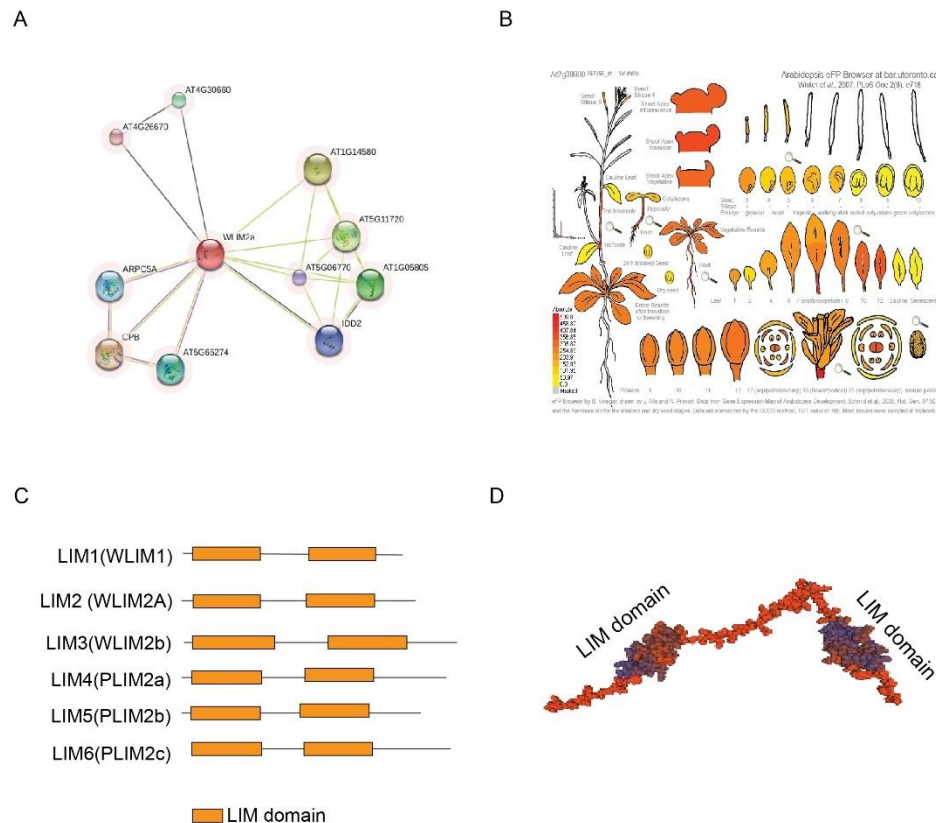

**Figure S1.** (A) Interaction networks from the STRING website, showing results of the potential partners for the WLIM2A protein. (B) eFP browser view of gene expression during *Arabidopsis* development. Expression of the WLIM2A, At2g39900, showing stronger expression widely seen in vegetative and reproductive stages. Expression strength coded by color: yellow=low, red=high. The *Arabidopsis* eFP Browser is located at bar.utoronto.ca, published in Winter et al., 2007 (C) Schematic comparison of the domain architecture of the *AtLIM* gene family. (D) Predicted protein model of WLIM2A build from Swiss-model (Uniprot Id: O04193). The target sequence was performed against the SWISSMODEL template library. Two LIM domain contains double zinc finger motif at 8-68<sup>th</sup> and 107-167<sup>th</sup> position, respectively. Orange- full protein, blue and orange- LIM domain.

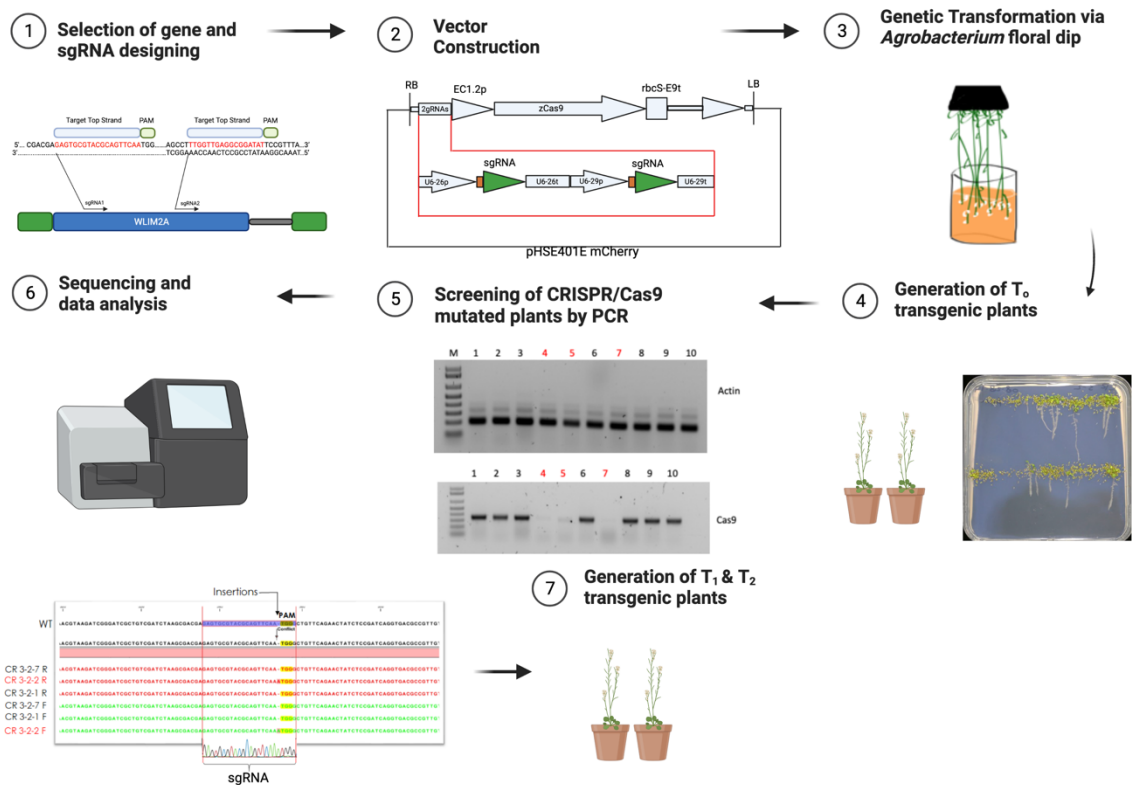

**Figure S2.** Workflow and Generation of CRISPR/Cas9 knockout mutant lines in *Arabidopsis*. Physical map of PHSE401 mcherry vector carrying two-gRNAs targeting two regions of *Arabidopsis* gene *WLM2A*. The construct was transformed via *Agrobacterium* floral dip method. Screening of T1 transgenic plants on agar plates and selected the survival to grow in the soil. The DNA of plants was extracted, PCR amplified, and sequenced. Analysis of mutations using sequence alignment software to select for Indels and select homozygous mutants. Screening for T2 and T3 homozygous mutants and cas9 free lines is a key-steps to generate CRISPR/Cas9 lines.

| Phosphopeptide         | Phosphomotif    | mpk3-F   | mpk4-F   | mpk6-F   | WT-F     | mpk3-M   | mpk4-M   | mpk6-M   | WT-M     |
|------------------------|-----------------|----------|----------|----------|----------|----------|----------|----------|----------|
| (t)*PSRLAGMFSG<br>TQDK | T*P or<br>RxxS* | 3.75E+06 | 3.99E+06 | 4.41E+06 | 5.13E+06 | 2.91E+06 | 2.76E+06 | 2.09E+06 | 1.90E+06 |

**Figure S3.** Table showing the relative abundance of the phosphopeptides. The abundance was measured in WT and mapk mutants after treatment by flg22 (Rayapuram et al., 2018).

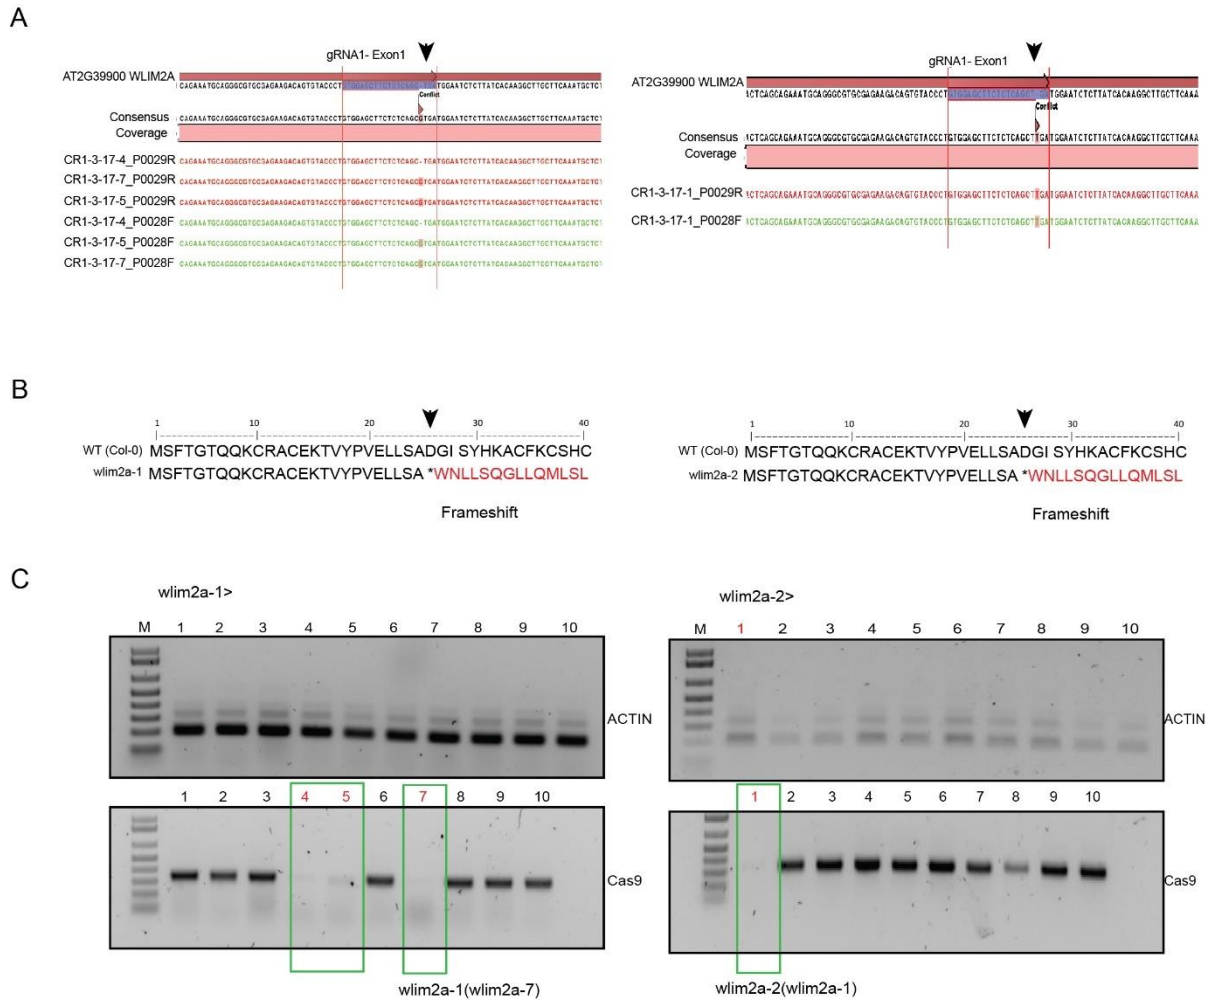

**Figure S4.** Inheritance of CRISPR/Cas9 mutations. **(A)** *In silico* analysis of nucleotide sequence of the targeted locus for Col-0 and *wlim2a*. One bp upstream of the PAM (TGA) within the sgRNA target sequence (highlighted), Cas9 cut site is indicated with a triangle **(B)** Sequence alignment of the targeted locus for Col-0, *wlim2a-1*, and *wlim2a-2*, all causing frameshift and formation of premature stop codon showing the frameshift indel resulting in a truncated protein of *wlim2a-1*, and *wlim2a-2*. **(C)** PCR amplification of Cas9 free CRISPR/Cas9 lines in T2 seedlings from the *wlim2a-1*(1-10), and *wlim2a-2* (1-10). Green boxed plants were Cas9 free lines.

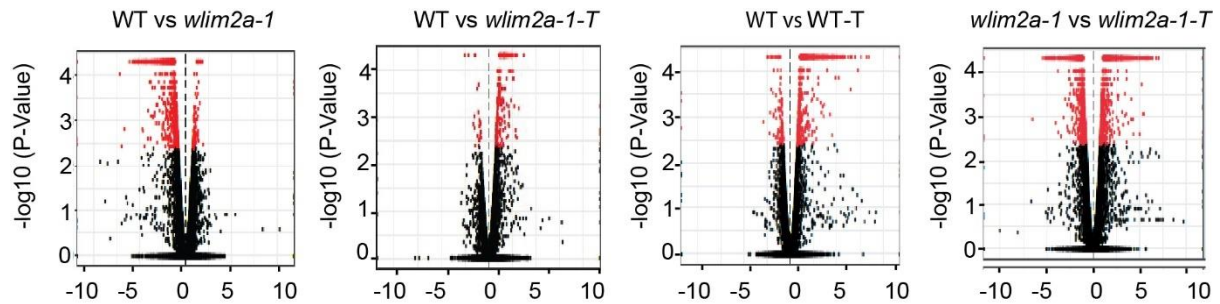

**Figure S5.** A comparison between mock and treated samples of WT and *wlim2a-1* can be seen in the volcano plots. A plot is shown of log2 fold change against log10 (P-value).

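In each of the 4 comparisons, the 5 largest rises and the 5 largest falls were taken among changed genes with at least 10 FPKM in the higher condition. All 40 of these places went to genes whose FPKM in the lower condition was listed at 0, so no fold change is given for them. In WT, they included AT5G10336, at 1578 FPKM in WT flg22 and listed at 0 in the other 3 conditions. Among genes above 0 in every condition, a ranking on the scale of FPKM + 1 chosen after the values were seen, AT1G26380 rose most with flg22 in WT, from 0.47 to 175 FPKM. *PP2-B13* ranked first among the rises in *wlim2a-1* on this scale, from 2.82 to 308 FPKM, and *PROPEP3* rose from 4.64 to 333. The 5 largest falls of this ranking in *wlim2a-1* were all genes encoded in the chloroplast, and ATCG00820 fell from 387 to 4.25 FPKM. In WT, AT3G08520 fell most, from 178 to 27.0 FPKM. The p-values on the y axis of such plots need values per replicate and were not computed.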

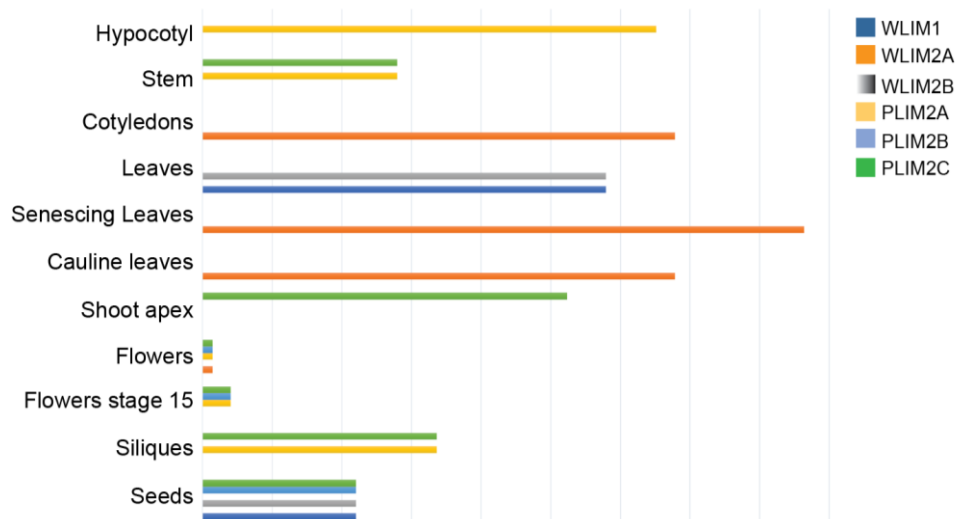

**Figure S6.** Microarray analysis of the LIM gene expression in *Arabidopsis*. (A) Electronic RNA gel blot analysis of LIM gene expression in different organs and development stages using the microarray. The data is retrieved from the AtGenExpress Schmid et al., 2005.

#### N-Terminal Domain

```

WLIM1      -MAFAGTTQK
WLIM2a     -MSFTGTQOK
WLIM2b     -MSFTGTQOK
PLIM2a     -MSFTGTLDK
PLIM2b     -MSFTGTLDK
PLIM2c     MAAPTGTDTK
           :*: ** :*

```

#### LIM Domain 1

```

WLIM1      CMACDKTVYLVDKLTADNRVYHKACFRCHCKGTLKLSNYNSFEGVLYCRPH
WLIM2a     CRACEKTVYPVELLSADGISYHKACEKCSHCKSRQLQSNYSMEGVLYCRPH
WLIM2b     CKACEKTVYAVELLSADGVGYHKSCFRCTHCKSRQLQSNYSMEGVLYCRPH
PLIM2a     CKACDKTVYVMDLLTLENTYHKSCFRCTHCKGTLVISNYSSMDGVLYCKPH
PLIM2b     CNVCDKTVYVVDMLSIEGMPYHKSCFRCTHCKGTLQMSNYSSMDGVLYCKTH
PLIM2c     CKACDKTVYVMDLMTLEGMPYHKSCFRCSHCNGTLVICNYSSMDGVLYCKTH
           * .*:***** : : : : . : : : : : : : : : : : : : : : : : : : : : : :

```

#### InterLIM spacer

```

WLIM1      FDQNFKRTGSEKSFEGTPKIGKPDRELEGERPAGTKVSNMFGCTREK
WLIM2a     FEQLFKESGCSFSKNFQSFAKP-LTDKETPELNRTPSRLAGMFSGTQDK
WLIM2b     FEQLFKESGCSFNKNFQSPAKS--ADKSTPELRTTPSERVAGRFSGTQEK
PLIM2a     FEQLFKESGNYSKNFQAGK----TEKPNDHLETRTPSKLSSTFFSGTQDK
PLIM2b     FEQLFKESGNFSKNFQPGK----TEKPE--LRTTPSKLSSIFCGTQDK
PLIM2c     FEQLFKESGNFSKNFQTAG----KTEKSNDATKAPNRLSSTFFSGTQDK
           *: * ** : : . : . * : : : : : : : : : : : : : : : : : : : : : :

```

#### LIM Domain 2

```

WLIM1      CVCCKTVYPIER-----VSNGTLYHKSCF
WLIM2a     CATCTKTVYPIER-----VTVESQCYHKSCF
WLIM2b     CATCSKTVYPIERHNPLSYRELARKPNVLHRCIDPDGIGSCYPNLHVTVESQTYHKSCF
PLIM2a     CATCKKTVYPIER-----VTMEGESYHKTCF
PLIM2b     CAACEKTVYPIER-----IQMEGECFHKTCF
PLIM2c     CAACKKTVYPIER-----MTMEGESYHKTCF
           * . * ***** : : : : : : : : : : : : : : : : : : : : : :

WLIM1      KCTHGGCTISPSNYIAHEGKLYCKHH
WLIM2a     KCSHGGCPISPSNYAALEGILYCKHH
WLIM2b     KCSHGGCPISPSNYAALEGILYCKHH
PLIM2a     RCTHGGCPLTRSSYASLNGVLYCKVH
PLIM2b     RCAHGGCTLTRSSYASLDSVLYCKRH
PLIM2c     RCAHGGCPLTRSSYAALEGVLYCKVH
           :*: ** : : * : : : : : : : : : : : : : : : : : : : : : :

```

#### C-Terminal Domain

```

WLIM1      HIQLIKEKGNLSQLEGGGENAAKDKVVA-----
WLIM2a     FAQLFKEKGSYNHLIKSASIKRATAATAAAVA-----AVPES-----
WLIM2b     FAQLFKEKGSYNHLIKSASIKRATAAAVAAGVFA-----SVPES-----
PLIM2a     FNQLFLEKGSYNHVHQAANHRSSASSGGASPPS--DDHK-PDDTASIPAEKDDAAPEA
PLIM2b     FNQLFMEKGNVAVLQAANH-RRTAS-GNTLPPEPTEDVAV-----EAKEENGVSSES
PLIM2c     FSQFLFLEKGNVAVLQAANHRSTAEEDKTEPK--EDEANPTEETS-----DAAA--
           . ** : *** : : : : .

WLIM1      -----
WLIM2a     -----
WLIM2b     -----
PLIM2a     AGEETPEPVVES
PLIM2b     -----
PLIM2c     -EEHES-----

```

**Figure S7.** Multiple sequence alignment of *Arabidopsis* LIM proteins. Grey Shading indicates amino acids residues that are identical. The sequences were aligned using the Clustal Omega program(<https://www.ebi.ac.uk/Tools/msa/clustalo/>). The functional domains were identified through Uniprot (<https://www.uniprot.org/uniprotkb/O04193/entry>) and Pfam database (<https://www.ebi.ac.uk/interpro/protein/UniProt/O04193/entry/pfam/#table>). The LIM domain and interLIMspacer are indicated in red and green, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

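RNA-Seq of 14-day-old Arabidopsis seedlings covered 12 samples, 3 biological replicates in each of the 4 conditions WT mock, WT flg22, *wlim2a-1* mock and *wlim2a-1* flg22, with flg22 at 1 µM for 1 h and water as mock. The paper names a stranded mRNA library kit and paired-end sequencing on an Illumina HiSeq. The sample labels describe the libraries as made by a service provider, and the 2 descriptions were not reconciled. According to the paper's methods, the authors trimmed the reads, aligned them to the TAIR 10 genome with TopHat and assembled transcripts with Cufflinks. The paper names FPKM (fragments per kilobase of transcript, relative to the mapped fragments of the sample) beside Cufflinks and the limma package. It states that Cuffdiff with quartile normalization served to find significant expression, and not which program gave the FPKM values. The deposited FPKM values are 1 per gene and condition for 27371 genes, so the authors had combined the replicates before deposition. No read counts and no values per replicate were analyzed here. The sample labels state 30000000 guaranteed reads per sample, the number obtained is not given in the sources used here, and no standard deviation, test, p-value or confidence interval was computed.

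Between 4249 and 4602 genes per condition were listed at exactly 0. The locus AT2G01021 alone held 67.4% of the summed FPKM in WT mock, 28.9% in WT flg22, 56.5% in *wlim2a-1* mock and 67.4% in *wlim2a-1* flg22. Without it, the sums were 817691, 841560, 846188 and 748556. The upper quartiles of the tested genes were 20.0, 21.0, 21.3 and 20.9 FPKM. The values were used as deposited, without further scaling.

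The 19323 genes with an FPKM of at least 1 in at least 1 condition were compared. A pseudocount of 1 was added before taking log2, and a gene was counted as higher or lower where FPKM + 1 differed at least 2-fold. The comparisons were flg22 against mock in each genotype and *wlim2a-1* against WT in mock and after flg22. The response to flg22 was counted as different between the genotypes where the 2 log2 fold changes differed by at least 1. Genes changed after flg22 in either genotype were scaled per gene and clustered by Pearson distance and average linkage into 10 groups. Genes listed at 0 in a condition entered the counts, medians and means through FPKM + 1, but no fold change is given for a single gene against a condition listed at 0. The overlap of comparisons that share a condition was compared with 100 simulated draws of unchanged conditions, with noise drawn from the differences between the genotypes after flg22 in genes of similar level. These differences include any real difference between the genotypes, so the simulated noise is an upper estimate in that respect, but it is not an estimate of the spread between replicates.

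Locus identifiers were matched to gene symbols and positions with the RefSeq annotation of TAIR10.1, in which 26703 loci (97.6%) were found. The authors used TAIR 10, and the annotation version they used is not given in the sources used here, so positions are those of RefSeq. This annotation gave no position for the organelle loci, and neighboring genes were taken in the order of the locus identifiers. Near-identical gene copies, such as those of the *CAB* and *COR15* families, can share reads, and their separate values are uncertain.

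The genes named were those whose transcripts the paper names, its qRT-PCR reference genes *ACT2* and *UBQ10*, the kinases MPK3, MPK4 and MPK6, the LIM family, and in each comparison the 5 largest rises and 5 largest falls among changed genes with at least 10 FPKM in the higher condition. The last part of this rule gave only genes listed at 0 in the lower condition, so a ranking of genes above 0 in every condition was added after the values were seen. Other genes named singly were chosen after their values were seen. In place of an error, the change of a named gene was set against those of the 1000 genes nearest in mean expression.

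Lists of genes were written from general knowledge for salicylic acid, jasmonic acid, ethylene, early flg22 response, indole glucosinolates and camalexin, aliphatic glucosinolates, cold and dehydration, actin binding, nuclear photosynthesis genes, wounding and mechanical stimulation, and morning and evening genes of the circadian clock. The genes the paper names, its kinases and the LIM family were also compared as lists. Symbols that matched more than 1 locus, among them *FLS2*, *PEN3*, *RAB18* and *CML39*, and those that matched none, *PHI1* and *FMOGS-OX1*, were left out. For each list, the median log2 fold change was ranked among 10000 random lists of the same size drawn within 20 levels of mean expression. These lists, the rule for named genes, the thresholds and the alternatives were fixed before the data were examined, except for the lists of genes encoded in the chloroplast and the mitochondria and the alternatives marked as added.

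The alternatives were pseudocounts of 0.1 and 5, no filter on low values, an FPKM minimum of 5, scaling each condition to the same upper quartile, quantile normalization, thresholds of 1.5-fold and 4-fold, a ratio to the mean of *ACT2* and *UBQ10* for named genes, and Euclidean distance with complete linkage for the clustering. Counts restricted to genes above 0 in all 4 conditions and counts without organelle-encoded genes were added after seeing the data. The counting was tested on simulated data with an assumed noise SD of 0.15 on the log2 scale. All of the 4-fold rises and falls put into 200 genes and none of the unchanged genes were called. With so little noise the 2-fold threshold fixes this outcome, so it checks only the counting itself. With noise taken from the data, the draws of unchanged conditions gave a median of 170 genes higher in *wlim2a-1* mock than in WT mock. GO enrichment was not repeated, since no GO annotation was at hand. The analysis used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.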

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

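The simulation of unchanged conditions, the counts after quantile normalization and upper-quartile scaling, and the lists of cold and dehydration and of wounding genes were planned, but all tests of explanations in this part except the simulation were chosen after the result was seen.

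The salicylic acid marker genes *PR1*, *PR2* and *PR5*, which the paper does not discuss, stood out in *wlim2a-1* mock. The paper measured less of the hormone itself in *wlim2a-1* than in WT, without and with flg22, which is the opposite direction. *PR1* had 41.8 FPKM in *wlim2a-1* mock, 0.26 in WT mock, 0.086 in WT flg22 and 18.2 in *wlim2a-1* flg22. *PR2* had 42.9 FPKM in *wlim2a-1* mock against 0.30 in WT mock, and *PR5* had 39.9 against 1.83. They are part of a wider pattern, the 866 genes at least 2-fold higher in *wlim2a-1* mock than in WT mock. Scaling between the conditions did not account for the pattern, since 707 genes were higher after quantile normalization, 705 of them among the 866. A few abundant genes taking the signal would shift all other genes by a common factor, and 719 of the 866 genes were higher after upper-quartile scaling. Exposure of the *wlim2a-1* mock seedlings to flg22 for 1 h would have raised only genes that flg22 raises in that time. None of the 12 cold and dehydration genes rose 2-fold with flg22 in WT, where the highest log2 fold change among them was 0.45. Longer exposure is not covered, since the response was measured at 1 h only. Nor does this test cover the 184 of the 866 genes that also rose with flg22 in WT. A genotype difference of the same size with and without flg22 does not account for the cold and dehydration genes as a set, since the log2 difference was smaller after flg22 than in mock for 11 of the 12, by a median over the list of 1.02. *COR15A* was still higher in *wlim2a-1* by 1.03 after flg22 and by 2.32 in mock. *RAB18* (AT5G66400), left out of the list because its symbol matched more than 1 locus, was higher by 2.62 and 3.55. A genotype difference in both treatments stays open for these genes, as for all 74 of the 866 genes that were higher in *wlim2a-1* in both, *PR1* and *PR5* among them.

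Several explanations of this pattern could not be told apart. A genotype difference that flg22 removes within the treatment would need *ERD10* to fall 23.5-fold in 60 min, which takes a halving time of 13.2 min with no new transcription. *LOX2* would need 12.4 min, *COR78* 14.4 min and *PR2* 12.8 min, and the stability of these transcripts was not measured here. Handling or growth of the *wlim2a-1* mock seedlings may also have contributed. The wounding and mechanical stimulation genes had a median log2 difference of 0.43 in mock, with 3 of 9 at least 2-fold higher. However, *ERF4* was at −0.28 and *TCH4* at −0.11, and handling is confounded with the condition. For the genes higher in mock only, a single deviating sample among the replicates is a further possibility, and with only 1 value per gene and condition nothing in the data decides between it and a difference in all 3 replicates. The comparisons in mock and after flg22 share no sample, so 1 deviating sample alone cannot give the 74 genes higher in both. From genes of similar level, 10.7 genes in both were expected. This number takes genes of similar level as equally variable. It therefore does not exclude readily varying genes or samples that deviated in both treatments. *PR1* was higher after flg22 by a log2 difference of 4.15 and *PR5* by 1.27. An effect of the *wlim2a-1* mutation on unchallenged seedlings therefore stays open, and so do technical causes.

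Genes encoded in the chloroplast, which the paper does not discuss, were higher in *wlim2a-1* mock than in WT mock, with 65 of 83 at least 2-fold higher. Genes encoded in the mitochondria had a median log2 difference of 0.51, and 17 of 58 were at least 2-fold higher. A larger share of green tissue does not account for the chloroplast genes, since the highest log2 difference among the 18 nuclear photosynthesis genes above 0 in every condition was 0.70, whereas the median of the chloroplast-encoded genes was 2.00. Scaling between the conditions does not account for them either, since their median was 1.92 after quantile normalization. Weaker selection of polyadenylated RNA in the libraries of *wlim2a-1* mock is a candidate explanation, as it predicts higher values for mitochondrial transcripts too, and these were higher at 0.51. No other class of transcripts that such selection removes was examined, so this value does not decide it. A change in the chloroplasts of unchallenged *wlim2a-1* seedlings was not tested and stays open.

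Among the genes listed at 0 in both conditions of 1 genotype, *CAB1* had 29857 FPKM in *wlim2a-1* mock and 24963 in *wlim2a-1* flg22, and *RBCS1A* had 14401 and 11504. Both were listed at 0 in WT mock and WT flg22. The related genes *CAB2*, *CAB3* and *RBCS3B* had ordinary values in all 4 conditions, such as 7697, 8121 and 6465 FPKM in WT mock. In the other direction, AT1G74929 had 4016 FPKM in WT mock and was listed at 0 in both *wlim2a-1* conditions. Failed estimates for abundant genes may explain such values, since *RBCS1A* ranked 5 among all genes in *wlim2a-1* mock and *CAB1* ranked 3. However, 58 genes reached 1000 FPKM in both *wlim2a-1* conditions and only 2 of them were listed at 0 in both WT conditions, and reads shared between near-identical copies were not examined. Technical and biological explanations cannot be told apart here without the reads.

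After flg22, 32 genes moved at least 2-fold in opposite directions in WT and *wlim2a-1*, and the difference between the genotypes was not tested for any of them because each condition has 1 combined value. For 10 of the 32, the FPKM was listed at 0 in at least 1 condition. The simulation of noise between unchanged conditions gave a median of 4 such genes over 100 draws, with a range of 1 to 11. Noise of the simulated size does not account for the 32 genes as a set, since no draw gave more than 11. This noise came from the difference between the genotypes after flg22 and not from replicates. Noise between replicates therefore remains possible for individual genes. Reads shared between similar neighbouring genes may contribute, as 6 of the 17 genes that fell in WT and rose in *wlim2a-1* lay within 3 loci of another in the order of the locus identifiers, namely AT4G22485, AT4G22490, AT4G22505, AT4G22517, ATCG00550 and ATCG00570. Of the 15 genes that rose in WT and fell in *wlim2a-1*, none lay so close to another. All of these 15 genes were at least 2-fold higher in *wlim2a-1* mock than in WT mock, by log2 differences of 1.08 to 5.17. Choosing genes that move in opposite directions favors this. The causes left open for the genes higher in *wlim2a-1* mock therefore apply to these 15 genes too. A difference in response caused by the mutation also stays open.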

How the results depend on the processing

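The results were recomputed with 1 choice changed at a time. The counts for genes above 0 in all 4 conditions, the counts without organelle-encoded genes and the results for the organelle-encoded genes were chosen after the data were seen. A count was taken as the same within 1.5 times its main value, a list median when it moved by less than the half-width of the central 95% of the medians of random lists, and a named gene when it kept its direction and its side of 2-fold. Of 130 counts under the alternatives, 79 were the same by this measure, as were 171 of 192 list medians, 366 of 400 values of named genes and 10 of 12 values of the expression patterns. No value that passed 2-fold changed its direction. The causes of the changes were not tested, except where the alternative itself sets the outcome.

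A pseudocount of 0.1 gave 216 lower genes in WT with flg22, 1272 lower genes in *wlim2a-1*, 299 lower genes in *wlim2a-1* mock against WT mock, and 380 higher and 152 lower genes in *wlim2a-1* against WT after flg22. It gave 72 genes lower in both genotypes and 1661 genes with a different response, 540 with the higher and 1121 with the lower value in *wlim2a-1*. A pseudocount of 5 gave 545 higher and 47 lower genes in WT, 683 and 364 in *wlim2a-1*, 395 and 56 between the mocks, and 102 and 35 between the genotypes after flg22. It gave 11 genes lower in both genotypes and 434 genes with a different response, 104 higher and 330 lower in *wlim2a-1*. By construction, a higher pseudocount shrinks the changes of genes with low FPKM.

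At 1.5-fold, there were 1526 higher and 416 lower genes in WT, 2203 and 2765 in *wlim2a-1*, 2421 and 887 between the mocks, and 566 and 265 between the genotypes after flg22. The shared genes were 1146 and 188, and 3393 genes had a different response, 1115 higher and 2278 lower in *wlim2a-1*. At 4-fold, there were 307 and 31 in WT, 345 and 117 in *wlim2a-1*, 187 and 34 between the mocks, and 59 and 25 between the genotypes after flg22. The shared genes were 218 and 3, and 226 genes had a different response, 76 higher and 150 lower. These thresholds act by construction. They also moved the share of higher genes, which in *wlim2a-1* was 56.5% at 2-fold, 44.3% at 1.5-fold and 74.7% at 4-fold.

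An FPKM minimum of 5 left fewer genes to test and gave 43 lower genes in *wlim2a-1* against WT after flg22. Removing the filter cannot change a count of a single comparison, since a gene under 1 FPKM everywhere cannot reach 2-fold of FPKM + 1. It gave 1015 genes with a different response, 293 higher and 722 lower in *wlim2a-1*. Restricting the counts to genes above 0 in all 4 conditions gave 54 lower genes in WT, 73 lower genes between the mocks and 34 lower genes between the genotypes after flg22. Upper-quartile scaling, quantile normalization and leaving out the organelle-encoded genes kept all 13 counts within 1.5 times. With upper-quartile scaling, the median log2 fold change of all genes was −0.11 in WT with flg22.

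In the clustering, a pseudocount of 0.1 put 1277 genes in groups highest in *wlim2a-1* mock, and Euclidean distance with complete linkage gave 38 genes in the largest group falling in WT and rising in *wlim2a-1*.

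With a pseudocount of 0.1, the list medians with flg22 in WT were 1.75 for the genes the paper names, 0.61 for jasmonic acid, 2.11 for early flg22 genes, 1.13 for indole glucosinolates and camalexin and 1.71 for wounding. With flg22 in *wlim2a-1*, they were 2.39 for early flg22 genes and −2.18 for cold and dehydration, and between the mocks 0.96 for jasmonic acid. The chloroplast-encoded genes had −0.44 in WT, −2.07 in *wlim2a-1*, 2.42 between the mocks and 0.77 after flg22, and the mitochondria-encoded genes −0.59 in *wlim2a-1* and 0.74 between the mocks. With an FPKM minimum of 5, the medians were 1.05 for jasmonic acid between the mocks, 1.201 for indole glucosinolates and camalexin in WT, −2.03 in *wlim2a-1*, 2.21 between the mocks and 0.56 after flg22 for the chloroplast, and −0.11 in *wlim2a-1* and 0.36 between the mocks for the mitochondria. Upper-quartile scaling moved no list median by more than the width used here, but turned the medians of the kinases between the mocks to −0.04, of actin-binding genes in WT to −0.04 and of nuclear photosynthesis genes between the mocks to −0.08.

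Of the named genes, 34 values changed their direction or their side of 2-fold, 23 of them as a ratio to the mean of *ACT2* and *UBQ10*, 6 with a pseudocount of 5, 3 with a pseudocount of 0.1 and 2 with upper-quartile scaling, both for *MPK4*. As that ratio, the median of all genes shifted to −0.55 with flg22 in WT and to −0.63 in *wlim2a-1*, because both reference transcripts rose with flg22. The log2 fold changes in WT and *wlim2a-1* were 0.72 and 0.69 for *UBQ10* and 0.16 and 0.46 for *ACT2*. *FRK1*, at low FPKM, depended on the pseudocount, with log2 fold changes in WT of 0.86 with 1 and 2.60 with 0.1.

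No paired analysis was possible because the replicate numbers in the sample labels have no counterpart among values given per condition. For the same reason, leaving out replicates, a replicate block and fits of only 2 groups were not run, and a count-based tool was not run because no counts were analyzed. The unknown number of reads obtained limits the results most for genes with low FPKM.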

Differences from the paper's values

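The comparisons in this part were made after the results were seen. The paper's gene counts also required a p-value threshold, whereas those here rest on a 2-fold difference of FPKM + 1 without a test. In WT, the paper's counts of up-regulated and down-regulated genes after flg22 lie nearer to those found here when its up-regulated genes are read as higher in mock than in flg22. On that scale, the paper's 148 up-regulated genes in WT compare with 91 here, which is lower by more than 1.5 times, and as the paper words it, the count here is 864. Of the alternatives set before the data were examined, a pseudocount of 0.1 (216), upper-quartile scaling (108) and quantile normalization (101) came within 1.5 times of the paper's value on that scale. A pseudocount of 5, no filter, an FPKM minimum of 5, a 1.5-fold threshold and a 4-fold threshold did not, and no alternative did so in the direction as the paper words it. On the same scale, the paper's other counts were within 1.5 times of those found here. They are its 931 against 864 in WT, its 554 against 822 and 778 against 1068 in *wlim2a-1*, and its 1816 against 2180 in either genotype. For the genes shared by both genotypes, they are about 24 up-regulated and about 570 down-regulated in Fig. 4A, read by eye, against 27 and 638 on that scale, whereas the direction as the paper words it gives 638 and 27. In *wlim2a-1* the direction as the paper words it gives 1068 up-regulated genes, which is not within 1.5 times of its 554, and 822 down-regulated genes, which is within 1.5 times of its 778, so the counts in *wlim2a-1* separate the directions less than those in WT. The direction used here, flg22 relative to mock, is also that of the known early flg22 genes, of which 18 of 22 were at least 2-fold higher in WT and 20 of 22 in *wlim2a-1*, and of the defense genes that the paper states as up-regulated by flg22.

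The paper states from qRT-PCR that *PIN7* was lower in *wlim2a-1* than in WT after flg22, whereas its log2 difference in the RNA-Seq values was 0.14. *ERD10*, which the paper states with it, was lower at −0.64. In mock, Fig. 4D marks no significant difference for *ERD10*, and the RNA-Seq log2 difference was 4.27. *WRKY40* and *AGC2-1*, which the paper states as higher in *wlim2a-1* before and after flg22, were higher in both, but by less than 2-fold, with *WRKY40* past 2-fold in mock at a pseudocount of 0.1 (1.16) and as a ratio to *ACT2* and *UBQ10* (1.06).

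The paper states from qRT-PCR that *WRKY29* was higher in *wlim2a-1* than in WT without flg22, whereas its log2 difference in mock was −0.55. After flg22, it was higher at 0.34, and *FRK1* was higher in mock (0.39) and after flg22 (1.09). The paper also states that *BIK1* was higher in *wlim2a-1* after flg22, where its log2 difference was 0.03, and *LOX2*, stated with it, was higher at 1.04.

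The paper states that *WRKY40*, *NPR3* and *CBP60G* were deregulated in the mutant after flg22. Their log2 differences between the genotypes after flg22 were 0.10, 0.19 and 0.41, and none reached 2-fold under any alternative run for named genes. Relative to mock, *WRKY40* and *CBP60G* rose in *wlim2a-1* by 3.18 and 2.60, and *NPR3* by 0.91. The paper states that *WRKY27* was up-regulated by flg22 in both genotypes, where it rose by 0.73 in WT, under 2-fold, and by 1.21 in *wlim2a-1*. *PEN2*, *WRKY40*, *MYB51* and *ERF6* rose by more than 2-fold in both. The paper states that *PIN7* was increased in the mutant, where its log2 difference in mock was 0.73, under 2-fold, and *LOX2*, stated with it, had 5.02. The paper states that both were down-regulated by flg22 in WT, where they fell by less than 2-fold, with −0.52 and −0.75. They passed 2-fold as a ratio to *ACT2* and *UBQ10*, with −1.06 and −1.27. The median of all tested genes as that ratio was −0.55 in WT, so a shift common to all genes contributed to this crossing.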

Other observations

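The test of *UBQ10* in this part was chosen after the result was seen, as were the genes named singly outside the paper and the LIM family.

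*UBQ10*, a reference transcript of the paper's qRT-PCR, had 1008 FPKM in WT mock, 1660 in WT flg22, 994 in *wlim2a-1* mock and 1602 in *wlim2a-1* flg22, log2 fold changes with flg22 of 0.72 and 0.69. A shift of all transcripts by a common factor does not account for this rise in the values, since the log2 fold change of *UBQ10* in WT was 0.645 with upper-quartile scaling. Such values do not show whether the amounts of all transcripts changed. *ACT2* had 376, 419, 292 and 402 FPKM, a log2 fold change with flg22 of 0.16 in WT and 0.46 in *wlim2a-1*. No biological explanation was tested.

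The lists not given elsewhere had these medians. The genes whose transcripts the paper names had log2 fold changes with flg22 of 1.42 in WT and 1.81 in *wlim2a-1*, and log2 differences between the genotypes of 0.32 in mock and 0.19 after flg22, but these 15 genes were named by the study, and 12 are in another list. The 22 early flg22 genes had 1.96 and 2.05 with flg22, and 0.38 and 0.22 between the genotypes, and the study named 5 of them and 4 are in another list. The 3 kinases, 1 of them in another list, had 0.14 and 0.38, and 0.04 and 0.03, of which the value between the mocks turned to −0.04 with upper-quartile scaling. The 20 actin-binding genes, 1 of them in another list, had 0.03 and −0.07, and 0.12 and −0.04. The first of these was −0.04 with upper-quartile scaling, and its mean was −0.02. The 20 nuclear photosynthesis genes had −0.10 and −0.39, and 0.01 and −0.27, where the third was −0.08 with upper-quartile scaling and the mean of the last was 1.15 because *CAB1* and *RBCS1A* were listed at 0 in WT. The 9 wounding and mechanical stimulation genes, 4 of them in another list, had 1.04 and 0.84, and 0.43 and −0.14. The 5 evening genes of the circadian clock had −0.00 and 0.08, and −0.14 and −0.12. Of the morning genes, only *PRR7* was above the minimum, with 35.8 FPKM in WT mock and 28.8 in *wlim2a-1* mock, so no median was computed. The organelle-encoded genes had −0.29 in WT and −1.67 in *wlim2a-1* with flg22 and 0.46 between the genotypes after flg22 for the chloroplast, and 0.09, −0.36 and 0.09 for the mitochondria.

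The 5 LIM family genes tested, all of them aligned in Figure S7 of the paper, were all lower in *wlim2a-1* than in WT, with a median log2 difference of −0.39 in mock (percentile 1.74) and −0.27 after flg22 (percentile 0.845), and none by 2-fold. With upper-quartile scaling, the medians were −0.48 and −0.26. Their median log2 fold change with flg22 was −0.17 in WT and 0.04 in *wlim2a-1*, where their mean was −0.09. *PLIM2C* was under 1 FPKM in every condition and was not tested.

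Of the genes above 0 in every condition and with at least 10 FPKM in the higher condition, *PR1*, *HEI10*, AT3G13857, AT1G47395 and *RAB18* (AT5G66400) were the 5 with the largest log2 differences in favor of *wlim2a-1* after flg22. *HEI10* had 0.31 FPKM in WT mock, 0.42 in WT flg22, 17.0 in *wlim2a-1* mock and 21.3 in *wlim2a-1* flg22. *PCC1* had 0.14 FPKM in WT mock and 59.1 in *wlim2a-1* mock, and *LURP1* had 0.079 and 49.7. In all, 75 genes had at least 10 FPKM in 1 condition and were listed at 0 in another.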
